# Youthful systemic milieu in younger recipients alleviates acute kidney injury via attenuating apoptosis and oxidative stress in a rat kidney transplantation model

**DOI:** 10.1371/journal.pone.0331020

**Published:** 2025-09-23

**Authors:** Chengjun Yu, Jie Zhang, Jun Pei, Shengde Wu, Sheng Wen, Yi Hua, Guanghui Wei

## Abstract

**Purpose:**

To evaluate whether acute kidney injury (AKI) differs between young and adult recipients and to explore the possible underlying mechanisms.

**Methods:**

In an allogenic heterotopic rat kidney transplantation model, we evaluated the renal function, histological damage, oxidative stress injury, apoptosis, immune cell infiltration, and signaling pathways involved in young and adult recipients based on transcriptomics, proteomics, machine learning analyses, and experimental validation. We also identified and validated the possible hub immune-related genes and serum cytokines with the intersection of the maximal clique centrality method, betweenness centrality, and random forest algorithms.

**Results:**

Younger recipients had lower levels of renal histological damage injury score, oxidative stress injury, and apoptosis. The cytokine profile was different in young and adult recipients. Cytokines and cytokine-mediated pathways involved in oxidative stress, apoptosis, proliferation, and immune cell infiltration were closely correlated with differentially expressed genes. In addition, cytokines mediated immune response participating in antioxidative, anti-apoptosis, and regeneration processes.

**Conclusions:**

Younger systemic internal milieu in young recipients alleviated AKI after kidney transplantation by ameliorating oxidative stress and apoptosis via immune response regulation. Cytokines may play a protective role in AKI after kidney transplantation. The use of cytokines in transplantation deserves further experimental evaluation and clinical considerations.

## 1 Introduction

Chronic kidney disease (CKD) is a worldwide health problem with about 690 million all-stage CKD patients [1], and its prevalence is still increasing globally [2]. Patients with CKD have an increased risk for cardiovascular disease and mortality [3], and about 2% of CKD patients suffer from end-stage renal disease (ESRD) [1]. Renal replacement dialysis therapy and kidney transplantation (KTx) are the only choices for life-supporting for ESRD patients. KTx is the optimal therapy with a lower risk of cardiovascular disease and infection, and a higher level of body health, life quality, and social functions [4]. However, acute kidney injury (AKI) is the most critical and early factor affecting the function and long-term survival of graft after transplantation, how to alleviate AKI after KTx is still a big problem for nephrologists and urologists.

Compared to adult interventions, pediatric kidney transplantation is a much more technical challenging and complicated postoperative management procedure because children are under continuous growth and development [5]. Interestingly, although pediatric KTx has a high prevalence of thrombosis, delayed graft function, and operative failure, the patient and graft survival rates in the pediatric population are still much higher than those in adults, according to the latest Organ Procurement and Transplantation Network/ Scientific Registry of Transplant Recipients (OPTN/SRTR) report [6]. In addition, we hypotheses that the youthful systemic milieu in children may promote graft and patient survival in some way.

In recent years, significant progress has been made in studying the impact of the youthful systemic milieu on the rejuvenation and regeneration of old organs. In experimental animal studies, the youthful systemic milieu restored the proliferative potential of hepatocytes and the regenerative capacity of aged muscle satellite cells [7], increased fracture repair [8], stimulated the regeneration of pancreatic islet B cells [9], restored the hematopoietic function [10], and promoted renal tubular repair in aged kidneys [11]. It also reversed myelin regeneration in aged rats [12], promoted neurogenesis, improved cognitive function [13], and even reversed myocardial hypertrophy in aged rats [14]. Interestingly, it was further found that the rejuvenation and regeneration of old organs were not caused by the migration of stem cells from young tissues to old organs but by the activation of the proliferation and regeneration potential of aged stem cells by soluble stimulating factors from young body fluids [8,12]. These results indicated that stem cells from old tissues still retained their proliferative and differentiative potential, which provided us with new strategies to mitigate injury and promote regeneration and repair.

In kidneys, Liu *et al.* found that a youthful systemic milieu ameliorated renal ischemia-reperfusion injury in old rats via decreasing oxidative stress, apoptosis, and inflammation in a parabiosis model [15]. At the same time, the exact mechanisms are still unclear. Inspired by this finding, we established a heterotopic rat kidney transplantation model with young (6 weeks old) and adult (12 weeks old) recipients receiving similar donor kidneys to explore the impact of a young systemic environment on AKI and the underlying mechanisms. In the present study, based on multi-omics and a machine learning algorithm, we identified and validated hub regulatory genes and important biological processes involving AKI in allografts 24 h after KTx.

## 2 Materials and methods

### 2.1 Animals

The Ethics Committee of Children’s Hospital of Chongqing Medical University approved the study animal use (protocol code CHCMU-IACUC20220429006), Chongqing, China. All procedures regarding animals were in accordance with ARRIVE guidelines (https://arriveguidelines.org) and relevant regulations. The 11-week-old male Sprague-Dawley (SD) rats were purchased from the Experimental Animal Center of Chongqing Medical University (SYXK[YU] 2022−0016, Chongqing, China), and 5- or 11-week-old male Wistar rats were purchased from the Beijing Huafukang Biotechnology Company limited (SCXK[JING] 2019−0008, Beijing, China). All rats were kept in a specific pathogen free environment with a 12-h light/dark cycle at a humidity of 50–60% and a temperature of 23–27°C. All rats have free access to water and food.

### 2.2 Kidney transplantation (KTx), sample harvest, and groups

The rat kidney transplantation process and sample harvest method were described in detail as our previous publication [16,17]. Briefly, rats were anesthetized with pentobarbital at 45 mg/kg via intraperitoneal injection (i.p.) and maintained with isoflurane at 2%, after that, bilaterally nephrectomized Wistar recipients receive male SD left kidneys with an end-to-side anastomosis, and urinary tract reconstruction. At last, a single intramuscular injection of penicillin (1000U/10g) and buprenorphine (0.05 mg/kg) was administered after closing the abdomen. While in sample harvesting, rats were sacrificed with superfluous intraperitoneal pentobarbital injection.

As rats reach sexual maturity at 6–8 weeks and physical maturity at 8–10 weeks, we chose 6- and 12-week-old rats as recipients to mimic pediatric/young KTx and adult KTx, respectively. Briefly, 12-week SD rat donor kidneys were heterotopically transplanted into 6-week Wistar rats (young recipients, Y group) and 12-week Wistar rats (adult recipients, A group).

### 2.3 Histopathological examination for acute tubular necrosis score

Kidney tissues fixed with 4% PFA were embedded in 100% paraffin. The kidney tissues were serially sliced into 4-μm sections. Sections were deparaffinized, rehydrated, and then stained with hematoxylin and eosin (H&E) as previously described [18], or stained with periodic acid-Schiff (PAS) reagent (C0142M, Beyotime, China) according to standard protocols.

Histological damage was assessed in a blinded manner. We quantified the severity of acute tubular necrosis via counting the percentage of tubules displayed cell necrosis, loss of brush borders, protein casts, cast formation, and tubular dilatation in the corticomedullary junction area. The grades was as follows: 0 = none; 1 = ≤10%; 2 = 11–25%; 3 = 26–45%; 4 = 46–75%; and 5 = > 76% [11,19]. Approximately 27 randomly chosen high-power fields (HPFs, 400×) per group (3 HPFs per slide, three slides per animal, and three animals per group) were evaluated. Images were observed and captured with a Nikon microscope (Eclipse, Nikon, Japan).

### 2.4 Blood urea nitrogen and Serum creatinine analysis

The serum urea nitrogen and serum creatinine levels in recipients were measured using an autoanalyzer (Cobas C701, Roche, Basel, Switzerland).

### 2.5 RNA sequence *(RNA-seq)*

For RNA sequencing, six renal graft samples were randomly selected from Y and A groups (3 for each). Total RNA was extracted using a Trizol reagent (Thermo Fisher, 15596018, USA) according to the standard manufacturer’s protocol. Briefly, after total RNA was extracted, mRNA was purified from total RNA (5 mg) using Dynabeads Oligo (Thermo Fisher, CA, USA) with two rounds of purification. Following purification, the mRNA was enriched and fragmented into short fragments using a fragmentation buffer and reversely transcribed into cDNA by SuperScriptTM II Reverse Transcriptase (Invitrogen, 1896649, USA). At last, we performed the 2 × 150 bp paired-end sequencing (PE150) on an Illumina Novaseq^TM^ 6000 (LC-Bio Technology CO., Ltd., Hangzhou, China) following the recommended protocol. All initial data has been uploaded to the GEO database (accession number GSE226680).

### 2.6 Bioinformatics analysis

#### 2.6.1 Differentially expressed genes.

Gene differential expression analysis was performed by DESeq2 software between two groups (A vs. Y) [20]. The genes expression profile with a P-value less than 0.05 and absolute fold change ≥1 were considered differentially expressed genes (DEGs) [21]. In addition, the DEGs related to the immune response in different KTx recipients were obtained by intersecting the DEGs with immune-related genes downloaded from the Immunology Database and Analysis Portal (ImmPort; https://www.immport.org/home) [22], which contains 1,793 immune-related genes [21].

#### 2.6.2 Gene ontology *(GO)* enrichment analysis.

Functional annotation of the DEGs in GO enrichment, including the biological process, molecular function, and cellular component, is a common method for performing functional enrichment analyses of genes. GO can recognize the main biological functions that DEGs exercise. All DEGs were mapped to GO terms in the Gene Ontology database (http://www.geneontology.org/) and visualized using the OmicStudio tools at: https://www.omicstudio.cn/tool. GO terms with a P-value ≤0.05 were regarded as significantly enriched terms.

Bioinformatic analysis was performed using the OmicStudio tools at https://www.omicstudio.cn/tool.

#### 2.6.3 Kyoto encyclopedia of genes and genomes *(KEGG)* enrichment analysis.

Pathway enrichment analysis was performed using the major public pathway-related well-known database KEGG [23]. Significantly enriched signal transduction pathways in calculated DEGs were identified by comparing them with the whole genome background. Pathways with a P-value less than 0.05 were regarded as significantly enriched.

#### 2.6.4 Gene set enrichment *(GSEA)* analysis.

We performed gene set enrichment analysis using software GSEA (v4.1.0, Broad Institute, Inc, USA) and Molecular Signatures Database (MSigDB) to identify whether a set of genes in specific GO terms, KEGG pathways, Reactome shows significant differences between the two groups. Briefly, we input the gene expression matrix and rank genes by signal-to-noise normalization method. Enrichment scores p-valuable were calculated in the default algorithm with 1,000 permutations. Gene set size filters were set at a minimum of 5 and a maximum of 5,000. GO terms, KEGG pathways, and Reactome meeting this condition with |normalized enrichment score (NES)| > 1, nominal P-value <0.05, and FDR q-value <0. 25 were considered to be different in the two groups.

To identify the immune profile differences between the A and Y groups, we conducted a GSEA based on the immune background. In addition, to assess the potential difference in biological functions and pathways between the highly (≥ 50%) and lowly expressed (< 50%) hub genes (mainly *Socs3* and *Met*), we downloaded the “c5.go.bp.v7.4.symbols.gmt” gene set from MSigDB (http://www.gsea-msigdb.org/gsea/downloads.jsp) and performed the single-gene GSEA to explore pathways and possible mechanisms [24].

#### 2.6.5 Network construction and hub gene identification.

The Search Tool for Retrieval of Interacting Genes/ Proteins (STRING) database (http://string.org) was used to develop a protein–protein interaction (PPI) network for immune-related DEGs and cytokines. Cytoscape software (Version 3.9.1, Cytoscape Consortium, USA) was used to optimize the visualization of networks. Systematic analysis of hub genes and cytokines is vital to understand how these proteins reciprocally work in biological systems, respond to stress, regulate signaling transduction and metabolism in specific physiological states, and explore the functional connections between proteins. The top 10 hub genes of these interactions were identified using the Cytoscape cytoHubba plug-in according to the “Maximal Clique Centrality (MCC)” method [25], cytoNCA plug-in according to the “Betweenness Centrality (BC)” method, and a machine learning-based random forest method. And then, we took the intersection of immune-related DEGs calculated by these three different algorithms.

#### 2.6.6 Gene set variation analysis (GSVA).

To assess the potential differences in biological functions and signaling pathways between the highly (≥ 50%) and lowly expressed (< 50%) hub-gene subgroups, we used GSVA to explore significantly enriched signaling pathways. GSVA is an enrichment method used to analyze pathway activity variations in a simple population unsupervised manner. Briefly, we calculated every sample’s enrichment score in GSVA (v1.40.1) by gene expression profile according to the method described by Hänzelmann **et al.* [*26*]*, obtained the enrichment score matrix, and then downloaded the “c5.go.v7.4.symbols.gmt” gene set from MSigDB [24], to explore biological functions and possible molecular mechanism. Variance analysis of GSVA results was conducted using the “limma” package in R to uncover gene sets that were significantly different [27]. Gene set size filters were set at a minimum of 5 and a maximum of 5,000. Plots were visualized by the Sangerbox online tool [28], at: http://sangerbox.com/home.html. Significant biological functions and pathways variations were defined as a P-value < 0.05.

#### 2.6.7 Immune cell infiltration analysis.

Immune cell infiltration is the base of the immune response. CIBERSORT is a computational algorithm for quantifying cell fractions based on gene expression profiles. In this study, 22 types of immune cells in kidney transplantation samples were evaluated and calculated by R package “IOBR” using the CIBERSORT algorithm [29,30], which was based on the single sample gene set enrichment analysis (ssGSEA). In addition, the association between hub immune-related genes and immune infiltrating was evaluated by Spearman’s correlation analysis.

### 2.7 Measurements of malondialdehyde levels (MDA), total superoxide dismutase activity (T-SOD), glutathione peroxidase activity (GSH-Px), and protein carbonyl content (PC)

Kidney samples were homogenized on ice. Then, the tissue supernatant was extracted after centrifuging at 4°C. Malondialdehyde levels, total superoxide dismutase activity, glutathione peroxidase activity (Nanjing Jiancheng Biochemistry Co., Nanjing, China), and protein carbonyl (BC1275, Solarbio, China) content were determined with commercial kits according to the manufacturer’s instructions. Optimal density values were determined by the Gen5 Microplate Reader and Imager Software (Version 3.11, BioTek Instruments, Inc., USA).

### 2.8 TUNEL analysis

A One-Step TUNEL Assay Kit (Andy Fluor^TM^ 594, A051, USA) was used for the graft kidney TUNEL assay according to the manufacturer’s instructions. Immunofluorescence imaging was performed using an A1R confocal microscopy (Nikon, Tokyo, Japan).

### 2.9 5-Ethynyl-2′-deoxyuridine assays

The 5-Ethynyl-2′-deoxyuridine (EdU) staining method of graft kidney was performed according to the standard protocol as previously described [16], by the iClick^TM^ EdU Andy Fluor 555 Imaging Kit (A008, Andy Fluor, USA). The recipient rats were intraperitoneally injected with 5 μg/g EdU after KTx surgery. The slides with frozen kidney sections were fixed with 4% PFA for 15 min at room temperature, permeabilized with 0.5% Triton X-100 (T8200, Solarbio, China) in PBS for 20 min, rinsed 3 times for 10 min each, and incubated with iClick reaction cocktail for 30 min in the dark at room temperature. Nuclear counterstaining was performed using Hoechst 33342, and then the samples were mounted with Antifade Mounting Medium (P0126, Beyotime, China) after rinsing 2 times in phosphate buffer saline (PBS). Images were obtained by an A1R confocal microscopy.

### 2.10 Protein extract and western blotting

Proteins were extracted from adult and young Wistar recipient rats’ kidneys with a radioimmunoprecipitation (RIPA) lysis buffer (P0013B, Beyotime Biotech, China) supplemented with 1% phenylmethanesulfonyl fluoride (ST506, Beyotime Biotech, China). Protein concentrations were measured by the bicinchoninic acid (BCA) method according to the standard procedures (Thermo Scientific, USA). Before proteins were loaded onto sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) gels, proteins were mixed with 5 × SDS-PAGE loading buffer and then boiled for 10 min.

Total proteins (20 μg for each well) were separated by 10% or 12.5% SDS-PAGE and then transferred to polyvinylidene fluoride (PVDF) membranes (Millipore, USA). After blocking with quick blot blocking buffer (P30500, NCM, China) for 10 min, the membranes were incubated with primary antibodies as cleaved caspase 3 (9661, Cell Signaling Technology, USA), Bax (50599–2-Ig, Proteintech, China), Bcl-2 (381702, ZENBIO, China), Socs3 (A0769, Abclonal, China), Met (R24961, ZENBIO, China), and GAPDH (200306, ZENBIO, China) overnight at 4°C. GAPDH was regarded as a loading control. Following three washes with Tris-buffered saline plus Tween-20 (TBST), the membranes were incubated with goat-anti-rabbit secondary antibody conjugated with horseradish peroxidase (HRP) for 1 h at room temperature. Chemiluminescent reactions (Millipore, USA) were used to detect the membrane bands, and signals were visualized by the ChemiDoc^TM^ Touch Imaging System (Bio-Rad, USA). Integrated relative densities of individual bands were quantified using the Image Lab software (Version 6.0.1, Bio-Rad Laboratories, Inc., USA).

### 2.11 Quantitative polymerase chain reaction (qPCR)

Detailed experimental protocols were described previously [31]. Briefly, kidney tissue RNA was isolated from frozen tissues stored at –80 °C, RNA was purified and cDNA generated, and then, cDNA was amplified using 40 cycles with the following condition: 95 °C for 30 s, 95 °C for 15 s, and 60 °C for 30 s. The expression of target protein was based on the formula 2^−ΔΔCt^, and the primers used are listed in S1 Table.

### 2.12 Transmission Electron Microscopy

Kidney samples were prefixed with 3% glutaraldehyde, then postfixed in 1% osmium tetroxide, dehydrated in series acetone, and embedded in Epox 812. First, semithin sections were stained with methylene blue for optical localization, and then, ultrathin sections were cut with a diamond knife (EM UC7, Leica, Germany) and stained with uranyl acetate and lead citrate. Finally, sections were examined with JEM-1400-FLASH Transmission Electron Microscope (JEOL, Japan).

### 2.13 Cytokine array and analysis

The detailed method of cytokine array was as previously described [16]. More than 500 serum proteins were tested in young and adult recipients using the L-Series Label-Based Rat Antibody Array 3 (RayBiotech, USA). A cytokine with fold change (FC) of ≥1.2 or <0.83 and a P-value <0.05 was considered statistically differentially expressed [32,33]. For differentially expressed cytokines, the GO and KEGG enrichment analysis, PPI network, and random forest were conducted.

### 2.14 Protein–protein docking

Proteins are central to many processes in living cells while determining the 3D structure and interaction between proteins is a critical step to understanding the physical mechanisms of these processes. We conducted the protein 3D structure and protein-protein docking with an online tool at https://www.dockeasy.cn.

### 2.15 Statistical analysis

Data were presented as mean ± standard error of the mean (SEM). Differences between groups were compared with Student’s *t*-tests using GraphPad Prism (version 9.0.0, GraphPad Software Inc., USA). The analysis of correlations was performed using Spearman’s correlation method. Each experiment was repeated at least three times. R software and attached R packages were used for all bioinformatics analyses. A *P*-value less than 0.05 was considered statistically significant.

## 3 Results

### 3.1 Youthful systemic milieu in young recipients protected renal function and alleviated histological damage after allogenic kidney transplantation

In this study, 12-week-old (adult) SD rats’ donor kidneys were heterotopically transplanted into 6-week-old (young) and 12-week-old (adult) Wistar rats to mimic pediatric and adult recipients to explore the impact of youthful systemic milieu on allografts injury. The study design diagram and kidney transplantation procedures are exhibited in Fig 1A and B.

**Fig 1:**
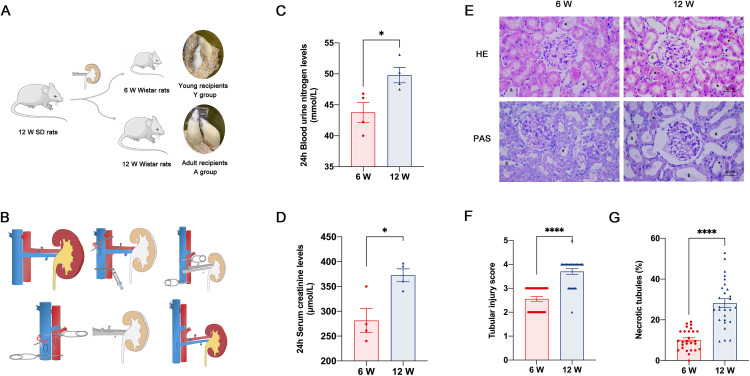
Youthful systemic internal milieu in young recipients protected renal function and alleviated histological damage. (A) Study design diagram. (B) Allograft heterotopic kidney transplantation and end-to-side vascular anastomosis procedures. (C) Blood urea nitrogen levels and (D) serum creatinine levels in young (6 W) and adult (12 W) recipients 24 hours after KTx (for C and D, *n* = 4 in each group). (E) Representative photographs of kidney sections from recipients stained with hematoxylin and eosin and periodic acid-Schiff (^*^indicates necrotic tubulars, ^#^indicates loss of brush borders, ^&^indicates tubular dilation, ^$^indicates protein cast formation; original magnification, 400 × , the scale bar represents 50 μm). (F) Renal tubular injury score and (G) percent of necrotic tubulars in Y and A group (for F and G, 3 HPFs per slide, 3 slides per animal, and 3 animals per group, 27 randomly chosen high-power fields in total in each group were evaluated). Values were presented as mean ± SEM. *P < 0.05, ****P < 0.0001 compared with the A group. HE, hematoxylin and eosin staining, PAS, periodic acid-Schiff staining. Approximately 27 randomly chosen high-power fields (HPFs, 400×) per group (3 HPFs per slide, three slides per animal, and three animals per group) were evaluated.

Twenty-four hours after allogenic kidney transplantation, compared with the Y group, the levels of BUN and serum creatinine (Cr) were significantly higher in the A group (Fig 1C and D). Twenty-four hours after KTx, compared with the Y group, the adult recipients showed more serious tubular cell necrosis, a wide loss of brush border, cast formation, tubular lumens dilation, and even protein cast formation (Fig 1E). The tubular injury score and percent of necrotic tubules were also higher in the A group (Fig 1F and G). These results indicated that the younger systemic internal environment protected renal function and alleviated renal histological injury in some way after allogenic KTx.

### 3.2 RNA sequencing and enrichment analyses revealed that immune response, apoptosis process, and oxidative phosphorylation levels were differentially expressed

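Kidney grafts from 12-week-old SD donors were taken 24 h after transplantation from 3 young recipients of 6 weeks of age (Y group) and 3 adult recipients of 12 weeks of age (A group), and the poly(A) RNA of each graft was sequenced as 1 library. The Y libraries held 63901788, 63760298 and 64509027 counts and the A libraries 66078974, 64241160 and 67865697 counts. Transcripts of the mitochondrial genome, which encode 13 subunits of the respiratory chain, took 16.1%, 10.2% and 19.3% of the counts in the Y libraries and 19.5%, 22.7% and 13.9% in the A libraries. Haemoglobin transcripts, which come from red blood cells, took 0.0792% of the counts in Y replicate 2 and 0.0145% to 0.0256% in the other libraries. The submitters' processing notes name cutadapt 1.9, HISAT2 2.0.4, StringTie 1.3.4d and the rat genome build Rnor_6.0. The deposited table gives a count and an FPKM (fragments per kilobase of transcript, scaled to the library's total) for 21053 genes. The counts are whole numbers, but a count of 4 is more frequent than a count of 3 or 5 in every library (in Y replicate 1, 373 genes have a count of 4, 270 a count of 3 and 172 a count of 5), so they were treated as counts estimated from read coverage. Genes with too few counts were removed by edgeR's filterByExpr, which kept 16400 genes, and A was compared with Y by edgeR's quasi-likelihood test with TMM normalization. A positive log2 fold change stands for a higher value in A. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05, and genes with an unadjusted p under 0.05 and a log2 fold change of at least 1 in either direction were counted separately as genes at the paper's threshold. Groups of genes were tested with limma's camera, with a preset correlation of 0.01 between genes, on 37 lists. The lists, the tests, the alternatives and the rule for naming genes were set before the data were examined, after the paper and its figures had been read. With 3 grafts in each group, an exact permutation test of a single gene cannot give a p below 0.1.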

To explore why young recipients’ younger internal environment alleviated the renal damage and underlying mechanisms, we randomly collected three kidney samples from each of Y and A groups for RNA sequencing analysis. 

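Robo3, an axon guidance receptor, had the smallest adjusted p of all genes tested, at 0.559 ± 0.116 FPKM (SD, n = 3) in the A group and 4.05 ± 0.562 FPKM (SD, n = 3) in the Y group. Its log2 fold change was −2.86 (standard error 0.25, adjusted p = 0.178 from edgeR's quasi-likelihood test). Robo3 (ENSRNOG00000030016) lies on chromosome 8 of Rnor_6.0 from 39892792 to 39907478, Fos (ENSRNOG00000008015) on chromosome 6 from 109300433 to 109303299 and Ifit1 (ENSRNOG00000019050) on chromosome 1 from 252944103 to 252946170. Fos, an immediate early transcription factor, was at 4.22 ± 0.715 FPKM in A and 1.73 ± 0.239 FPKM in Y (SD, n = 3 each), a log2 fold change of 1.3 (standard error 0.25). The interferon-induced gene Ifit1 was at 2.35 ± 0.996 FPKM in A and 0.088 ± 0.0821 FPKM in Y (SD, n = 3 each), a log2 fold change of 4.68 (standard error 0.72), while its neighbour and paralog Ifit1bl, with which it may share reads, was lower in A (log2 fold change −1.18). Adh6, an alcohol dehydrogenase of retinol metabolism, was at 1.5 ± 0.715 FPKM in A and 5.89 ± 1.45 FPKM in Y (SD, n = 3 each), and Ugt2b35, a glucuronosyltransferase of drug metabolism, at 23.7 ± 2.97 and 78.3 ± 38 FPKM. Csrp2, a LIM-domain protein of smooth muscle and fibroblasts, had a log2 fold change of −1.36 (standard error 0.25). B3galnt1, an enzyme of glycolipid synthesis, was at 18 ± 1.62 FPKM in A and 8.65 ± 0.195 FPKM in Y (SD, n = 3 each). Over the 10 named genes per direction, which were filled by the smallest unadjusted p and did not pass the adjusted test, log2 fold changes ran from 1.01 (Lratd1) to 4.68 (Ifit1) in the higher direction and from −2.86 (Robo3) to −1.03 (Acaa2) in the lower one.

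By edgeR's quasi-likelihood test, 0 of 16400 genes had an adjusted p under 0.05, and 718 had an unadjusted p under 0.05. DESeq2 called 27 genes at an adjusted p under 0.05 (19 higher and 8 lower in A), among them Robo3, Ifit1, B3galnt1, Fos, Adh6, Ugt2b35 and Csrp2, and limma on log2(FPKM + 1) called 0. At the paper's threshold, 121 genes were higher and 88 lower in A by edgeR, 214 and 239 by DESeq2, and 36 and 23 by limma on log2(FPKM + 1). The edgeR count of 209 genes became 362 without Y replicate 1, 735 without Y replicate 3 and 439 without A replicate 3, the genes higher in A numbered 276, 266 and 209 without these libraries, and the genes lower in A numbered 469 without Y replicate 3 and 230 without A replicate 3. Without A replicate 2, 1 gene (RGD1359290, log2 fold change −4.90, adjusted p = 0.00773 from edgeR's quasi-likelihood test) passed the adjusted threshold. It was singled out after its values had been seen.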

Analysis of RNA differential expression identified 461 DEGs between A and Y groups, including 219 upregulated genes and 242 downregulated genes (Fig 2A). The distribution of obtained DEGs is depicted in a volcano plot (Fig 2A). 

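Of the 209 genes at the paper's threshold, 160 (76.6%) had no overlap between the 3 grafts in A and the 3 grafts in Y, against 1744 of all 16400 genes tested (10.6%) and a share of 10% that chance gives for 3 against 3 values. These 209 genes were selected on the same libraries, so their separation is not independent evidence of a group difference. Over all tested genes, Y replicate 2 stood apart from the other libraries. It had the highest median of monocyte and macrophage genes (1.35 on the log2 scale, relative to each gene's mean over the 6 libraries) and of extracellular matrix genes (1.17), and the highest haemoglobin share. Its Pearson correlation of log2 CPM (counts scaled to each library's total) was 0.96 with Y replicate 1 and 0.922 with Y replicate 3. The highest correlation of any pair was 0.972, between Y replicate 1 and A replicate 3, and the lowest 0.918, between Y replicate 2 and A replicate 1. Mean correlations were 0.946 within Y, 0.958 within A and 0.952 between the groups, each across genes, which are not independent replicates. The first principal component held 42.6% of the variance and placed Y replicate 2 at −88.4, Y replicate 1 at −26.3 and A replicate 3 at −16, against 18.4 for A replicate 2, 53.1 for A replicate 1 and 59.2 for Y replicate 3.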

Hierarchical clustering of DEGs was conducted and depicted as an expression heat map (Fig 2B), which showed a different expression pattern between the two groups.

**Fig 2:**
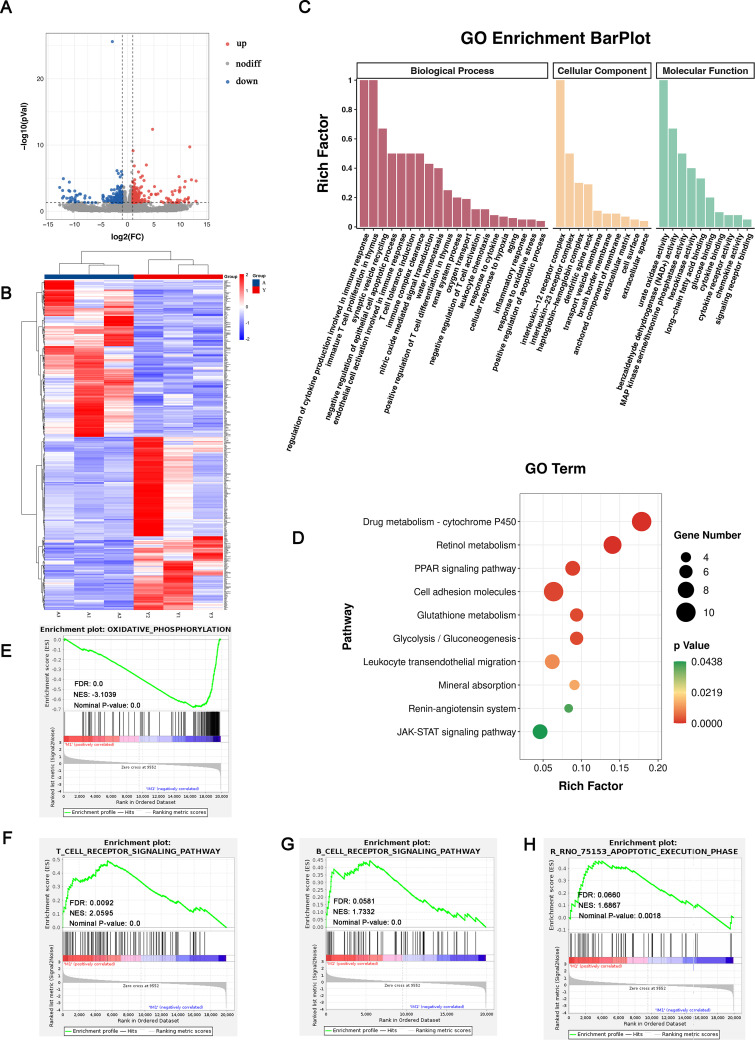
Transcriptive analysis of allograft kidneys from young and adult recipients. (A) Volcano plot for DEGs. (B) Heatmap for DEGs between Y and A group. (C) GO enrichment and (D) KEGG enrichment analysis based on DEGs. GSEA analysis on oxidative phosphorylation (E), T cell receptor signaling pathway (F), B cell receptor signaling pathway (G), and apoptotic execution phage (H).

We performed GO and KEGG pathway enrichment analyses for a more in-depth view of identified DEGs in biological functions and signaling pathways. The GO results demonstrated that DEGs between A and Y groups were mainly associated with the regulation of cytokine production involved in immune response, immature T cell proliferation, epithelial cell apoptosis, T cell tolerance induction, T cell differentiation, oxygen transport, response to cytokine, cytokine receptor activity, inflammatory response, and oxidative stress (Fig 2C). 

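Among the genes at the paper's threshold, 8 of 174 tested genes of the GO term inflammatory response were present. They include the complement component C3 (log2 fold change 1.49), the B cell chemokine Cxcl13 (2.33) and the endothelial adhesion molecule Sele (2.51), all higher in A, and the NF-κB regulator Nfkbiz (−1.33), which was lower. Sele was low in both groups, at 0.34 FPKM in A and 0.0562 FPKM in Y. Over all 174 genes the term had a median log2 fold change of −0.07 and did not pass camera (adjusted p = 0.718, lower in A). Egr3, an early response transcription factor (2.23), and Vnn1, a pantetheinase (−1.56), made up 2 of 7 genes of positive regulation of T cell differentiation in thymus. Egr3 was low in both groups, at 0.248 FPKM in A and 0.0522 FPKM in Y. The term response to cytokine had 4 of 57 genes, Fos, Ifi27, Lifr and Sele. Oxygen transport had 1 of 8 genes, cytokine receptor activity 2 of 39 and response to oxidative stress 2 of 101. By one-sided Fisher's exact test, with the tested genes that carry any GO term as background, the unadjusted p was 0.00159 for inflammatory response, 0.00316 for T cell differentiation in thymus, 0.00565 for response to cytokine, 0.0858 for cytokine receptor activity and 0.363 for response to oxidative stress. Of 40 GO terms named in the paper's text and Fig. 2C, 24 had between 5 and 500 tested genes, 9 of these had an unadjusted p under 0.05 and 0 passed after adjustment over all 5681 terms of that size by Fisher's exact test. With the genes at the same threshold by DESeq2 in place of edgeR, 19 had an unadjusted p under 0.05 and 0 passed after adjustment. Some terms were too small to test: regulation of cytokine production involved in immune response holds 1 annotated gene here, T cell tolerance induction 2 and negative regulation of epithelial cell apoptotic process 4.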

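At the paper's threshold, the retinol metabolism genes named here were lower in A, and of the drug metabolism genes named only Fmo5 was higher. Adh6, Ugt2b35 and the steroid hydroxylase Cyp2c11 (log2 fold change −1.77) were lower in A, as was the glutathione transferase Gstm7 (−1.84), and the flavin monooxygenase Fmo5 (1.13) was higher. Retinol metabolism had 4 of 36 tested genes at the threshold (p = 0.00212, adjusted p = 0.222, one-sided Fisher's exact test) and drug metabolism by cytochrome P450 5 of 42 (p = 0.00042, adjusted p = 0.123, same Fisher's exact test). The JAK-STAT pathway had 4 of 116 genes, the cytokine receptors Il27ra (−1.13) and Lifr (1.19), the feedback inhibitor Socs3 and the exchange factor Sos2 (1.55). Glycolysis and gluconeogenesis had 2 of 57 genes, the renin-angiotensin system 1 of 18, mineral absorption 1 of 43 and PPAR signaling 0 of 62. The unadjusted p was 0.103 for JAK-STAT signaling and 0.219 for glycolysis (one-sided Fisher's exact tests). Of 13 KEGG terms named in the paper's text and Fig. 2D, 4 had an unadjusted p under 0.05 by Fisher's exact test and 0 passed after adjustment over 313 terms. With the genes at the same threshold by DESeq2, 7 had an unadjusted p under 0.05 and 2 passed, drug metabolism by cytochrome P450 (adjusted p = 6.72e-05) and retinol metabolism (adjusted p = 0.000252). By the same Fisher's exact test, the DESeq2 genes included 7 of 69 for PPAR signaling (p = 0.00215), 6 of 61 for glycolysis (p = 0.00517), 3 of 30 for the renin-angiotensin system (p = 0.0435), 7 of 130 for JAK-STAT signaling (p = 0.0557) and 3 of 43 for mineral absorption (p = 0.104). Over all their annotated genes, camera placed the KEGG terms drug metabolism by cytochrome P450 (median log2 fold change −0.38, adjusted p = 2.16e-05) and retinol metabolism (median −0.22, adjusted p = 0.0404) lower in A, and with an estimated correlation camera gave both an adjusted p of 0.659.

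As whole lists, genes of glycolysis and gluconeogenesis were lower in A (27 of 34 genes, median log2 fold change −0.23, camera adjusted p = 0.0134), and so were PPAR signaling and fatty acid oxidation (27 of 39 genes, median −0.31, and −0.48 to −0.20 with 1 library left out, camera adjusted p = 0.0446). With an estimated correlation between genes, the unadjusted p was p = 0.0995 for glycolysis and p = 0.226 for PPAR signaling, and neither call was kept. Adjusted over the list alone, 0 genes of either list passed edgeR's quasi-likelihood test, where 718 genes of all tested had an unadjusted p under 0.05 and DESeq2 called 27. The glycolysis call was lost with quantile normalization (camera adjusted p = 0.111) and without Y replicate 2 (0.0777). The PPAR call was lost in all 8 limma settings (camera adjusted p from 0.0922 to 0.189), with edgeR without a filter (0.0657), with the replicate number as a block (0.0678), and without Y replicate 1 (0.22), A replicate 1 (0.0789) and A replicate 2 (0.205). The lists of retinol and cytochrome P450 metabolism (17 genes higher and 19 lower, median −0.11), cytokine receptors and JAK-STAT signaling (37 and 14, median 0.15), mineral absorption (17 and 13, median 0.05 and mean −0.01, higher by camera) and the renin-angiotensin system (9 and 8, median 0.07) did not pass, with camera adjusted p of 0.4, 0.0536, 0.929 and 0.82. In the first of these, Adh6 passed edgeR's quasi-likelihood test adjusted over the list alone. The retinol and P450 list passed without Y replicate 2 (0.0184), and JAK-STAT signaling with 6 of the 8 limma settings (0.0273 to 0.0442), with the replicate block (0.0476), and without Y replicate 2 (0.00401), A replicate 1 (0.0067) and A replicate 2 (0.05). The direction reversed for mineral absorption without Y replicate 2 (0.292) and for the renin-angiotensin system without Y replicate 2 (0.477) and A replicate 3 (0.824).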

The KEGG results indicated that the enriched pathways are mainly involved in retinol metabolism, mineral absorption, glycolysis and gluconeogenesis, renin-angiotensin system, PPAR and JAK-STAT signaling pathway (Fig 2D).

One limitation of DEG enrichment analyses is that a minority of key genes with mild expression but exhibiting important regulation functions may be left out due to DEG criteria. Thus, we also conducted a GSEA to investigate the potential functional alternations between young and adult recipients after receiving similar donor kidneys. 

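All 73 tested nuclear genes of respiratory complexes I to IV, the electron carrier cytochrome c and ATP synthase had a lower estimate in A than in Y, with a median log2 fold change of −0.48 (quartiles −0.56 and −0.41). The members with the smallest p were Ndufb9 (log2 fold change −0.70, standard error 0.20), Ndufa2 (−0.65, standard error 0.18) and Ndufa6 (−0.65, standard error 0.20), subunits of complex I, and Uqcrq (−0.59, standard error 0.17), a subunit of complex III. Relative to each gene's mean over the 6 libraries, the median of the list on the log2 scale was 0.09, 0.58 and 0.02 in Y replicates 1 to 3 and −0.44, −0.31 and 0.04 in A replicates 1 to 3, so A replicate 3 lay between the Y replicates. In contrast, 12 of the 13 subunits encoded by the mitochondrial genome were higher in A (median 0.28), with Mt-nd4l at 0.68 and Mt-atp8 at 0.53. Their per-library medians were −0.04, −0.81 and 0.35 in Y and 0.26, 0.54 and −0.31 in A. With 1 library left out, the median log2 fold change ran from 0.05 (without Y replicate 2) to 0.60 (without Y replicate 3), and was 0.49 without A replicate 3.

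The nuclear list was lower in A by camera (adjusted p = 3.24e-30), and p = 0.117 with an estimated correlation between genes (adjusted p = 0.659). That correlation was estimated at 0.818, so the genes of the list moved largely together. The call held without each library in turn, and the median was −0.29 without Y replicate 2 (camera adjusted p = 9.54e-21). Of its genes, 26 were lower at an unadjusted p under 0.05, and 0 passed edgeR's quasi-likelihood test adjusted over the list alone, as among all genes tested (DESeq2 called 27 of all genes). The mitochondrially encoded list did not pass (camera adjusted p = 0.096, and p = 0.58 with an estimated correlation), but passed with limma on log2(FPKM + 1) (0.0391), with a pseudocount of 0.1 (0.0421), with a minimum of 1 FPKM (0.0286), without trend and robust estimation (0.0391), on TPM (0.0292) and by preranked GSEA (0.00174). It did not pass with limma without a filter (0.311), with median-of-ratios scaling (0.0608) or with quantile normalization (0.395, median 0.08), nor with the replicate block (0.223). It passed without Y replicate 3 (0.00944) and without A replicate 3 (0.00681), and its camera direction reversed without Y replicate 2 (0.931). By preranked GSEA on the signal-to-noise ratio of FPKM, the KEGG oxidative phosphorylation genes of the deposited annotation, which mix both genomes, had a normalized enrichment score of −3.08 for A against Y, and −3 to −2.61 with 1 library left out.

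**Figure D1:**
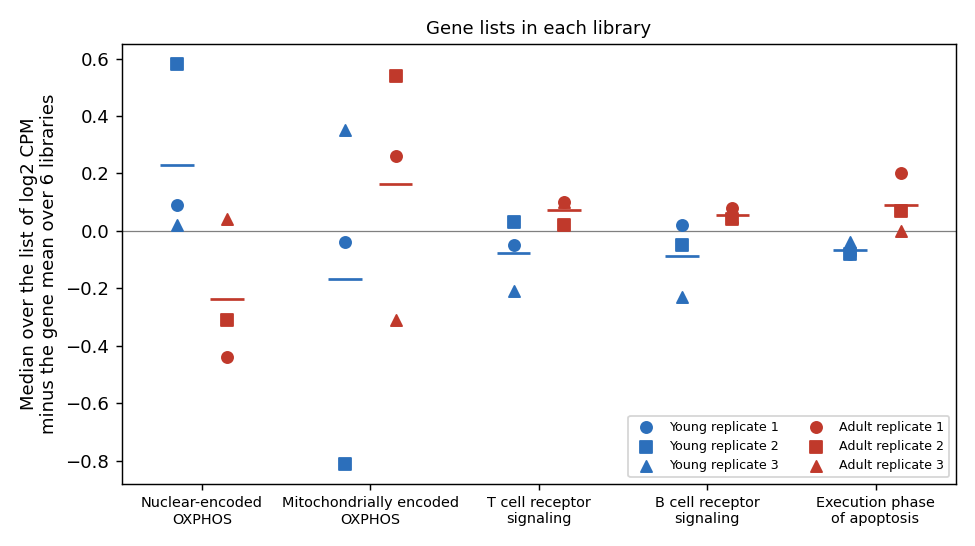
Median over the genes of each list in each library, in log2 CPM relative to each gene's mean over the 6 libraries, with 1 point per library and a horizontal line at the mean of each group, for nuclear and mitochondrially encoded oxidative phosphorylation genes, T and B cell receptor signaling and the execution phase of apoptosis. For nuclear oxidative phosphorylation genes the points are 0.09, 0.58 and 0.02 in Y and −0.44, −0.31 and 0.04 in A, with Y replicate 2 the highest.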

As expected, GSEA analyses revealed that the oxidative phosphorylation process was downregulated in young recipients with an NES of −3.1039 and an FDR of 0.0 (Fig 2E). However, the T cell receptor signaling pathway, B cell receptor signaling pathway, and apoptosis process were significantly upregulated in adult recipients (Fig 2F–H). These results indicated that the allografts in young and adult recipients might have a different extent of the immune response, apoptosis, and oxidative phosphorylation levels, due to an adult systemic internal milieu (12 weeks) and a younger one (6 weeks). In addition, cytokines may play a pivotal role in these two scenarios.

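Of 62 genes of T cell receptor signaling, 44 were higher and 18 lower in A, with a median log2 fold change of 0.14 (0.07 to 0.20 with 1 library left out). The members with the smallest p included the costimulatory receptor Icos (log2 fold change 1.38, standard error 0.47), the exchange factor Sos2 (1.55, standard error 0.54) and Ikbkg, a subunit of the IKK complex (0.69, standard error 0.28). Icos was low in both groups, at 0.298 FPKM in A and 0.115 FPKM in Y. Of 60 genes of B cell receptor signaling, 38 were higher and 22 lower (median 0.06, and 0.08 to 0.14 with 1 library left out). Among them were Plcg2, the phospholipase C of B cells, at 0.72 (standard error 0.24) and the inhibitor Nfkbie at 0.50 (standard error 0.20). The T and B cell receptor lists share many general signaling genes, so they are not separate evidence. Fos (1.3), with the smallest p in both lists, and Sos2 are among the shared genes. Of 47 genes of the execution phase of apoptosis, 33 were higher and 14 lower (median 0.12, and 0.09 to 0.19 with 1 library left out), with the initiator caspase Casp8 at 0.65 (standard error 0.22), the microtubule-associated protein Mapt at −0.56 (standard error 0.20), the desmosomal cadherin Dsg2 at 0.56 and the junction protein Tjp1 at 0.33. On the log2 scale, per-library medians of the apoptosis list were −0.08, −0.08 and −0.04 in Y and 0.20, 0.07 and 0 in A. Those of the T cell receptor list were −0.05, 0.03 and −0.21 in Y and 0.10, 0.02 and 0.10 in A, and those of the B cell receptor list 0.02, −0.05 and −0.23 in Y and 0.08, 0.04 and 0.05 in A.

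By camera, the adjusted p was 0.0181 for T cell receptor signaling, 0.0536 for B cell receptor signaling, which did not pass, and 0.0134 for the apoptosis list. With an estimated correlation between genes, the unadjusted values were p = 0.0216, p = 0.0422 and p = 0.121, and camera's adjusted p was 0.659 for each of the 3 lists, so neither call was kept. Adjusted over the list alone, 0 genes of these 3 lists passed edgeR's quasi-likelihood test, as among all genes (718 at an unadjusted p under 0.05, and 27 called by DESeq2). The T cell receptor call was lost without Y replicate 3 (adjusted p = 0.0634) and A replicate 3 (0.0736), and the apoptosis call without Y replicate 1 (0.075) and A replicate 1 (0.117). The B cell receptor list passed without Y replicate 2 (0.046) and A replicate 1 (0.0236). By preranked GSEA on the annotated sets, normalized enrichment scores were 2.04 for T cell receptor signaling (1.44 to 1.98 with 1 library left out), 1.67 for B cell receptor signaling (1.28 to 1.69) and 1.47 for the execution phase of apoptosis (0.97 to 1.52). From the oxidative phosphorylation, T and B cell receptor and apoptosis gene sets, the paper proposes that the grafts differ in immune response, apoptosis and oxidative phosphorylation because of the age of the recipient's internal milieu.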

### 3.3 Young recipients had lower levels of apoptosis and oxidative stress damage compared with adult recipients

To verify the findings based on RNA-seq techniques, we performed experiments to evaluate the oxidative stress levels, apoptosis, and proliferation state in allografts. Twenty-four hours after KTx, compared with adult recipients, kidney extracts from young recipients showed lower levels of malondialdehyde and protein carbonyl content, but higher levels of total superoxide dismutase activity and glutathione peroxidase activity (Fig 3A–D). Electron microscopy showed that mitochondria morphology in young recipient kidneys was relatively normal, with a complete membrane compared with the A group, whereas adult recipients showed more swelled mitochondria with broken membranes and dissolved ridges (Fig 3E).

**Fig 3:**
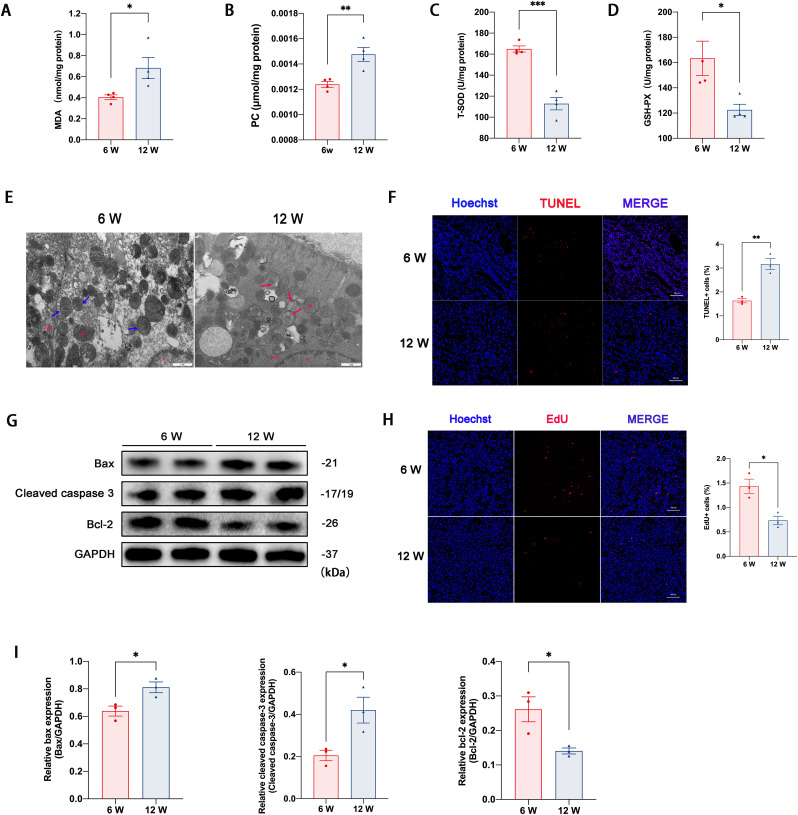
Youthful systemic milieu in young recipients decreased apoptosis and oxidative stress damage in allografts, and promoted proliferation. (A–E) Oxidative stress injury evaluation in allografts from Y and A group. (A) Malondialdehyde (MDA) levels, (B) protein carbonyl (PC) content, (C) total superoxide dismutase activity (T-SOD), and (D) glutathione peroxidase activity (GSH-Px) in kidney extracts of allografts (for A–D, *n* = 4 in each group). (E) Representative transmission electron microscopy photographs of mitochondria morphology from Y and A group (Blue arrows denote relatively normal mitochondria morphology with complete membrane, and red arrows denote swelling mitochondria with damaged membrane; N, nuclear, Mi, mitochondria, RER, rough endoplasmic reticulum; original magnification, 20000 × , the scale bar represents 1 μm). (F) Representative images of kidney sections stained by TUNEL assays (original magnification, 200 × , the scale bar represents 100 μm). (G) Representative western blotting bands of pro-apoptosis (Bax, cleaved caspase 3) and anti-apoptosis (bcl-2) protein markers. (H) Representative photographs of frozen kidney sections stained by 5-Ethynyl-2′-deoxyuridine (EdU) assays reagents (original magnification, 200 × , the scale bar represents 100 μm). (I) Quantitative analyses of the bands desities of bax, cleaved caspase 3, and bcl-2 protein expression (*n* = 3). Values were presented as mean ± SEM. *P < 0.05, *P < 0.01, ***P < 0.001 compared with the A group.

For apoptosis evaluation, the TUNEL-positive tubular cells were significantly lower in the Y group than that in A group (Fig 3F). Moreover, the expression levels of Bax and cleaved caspase 3 were lower in the Y group compared with the A group. At the same time, the anti-apoptosis protein, Bcl-2, was higher in the Y group (Fig 3G and I). In addition, EdU assays revealed that 24 h after allogenic KTx, young recipients had a higher rate of renewed epithelial tubular cells than adult recipients (Fig 3H). These results indicated that the youthful systemic milieu in young recipients decreased the apoptosis and oxidative stress injury and may promote tubular repair after kidney transplantation.

### 3.4 Immune cell infiltration and immune cell state differed in both groups, and cytokines may regulate these processes

Immune-related acute and chronic rejection and even acute kidney injury (AKI) are inevitable biological processes in kidney transplantation. Our previous analyses revealed that young and adult recipients who received similar donor kidneys demonstrated different states of immune response 24 h after KTx. Furthermore, GSEA analyses based on immune background confirmed this conclusion (Fig 4A–C). Furthermore, an internal systemic environment in young and adult recipients affected the B cell and T cell activation, proliferation, and differentiation (Fig 2C, F, G; Fig 4A–C). In addition, adult recipients had higher expression levels of plasma cells, which may also indicate a higher possibility of antibody-mediated rejection. 

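Transcripts of T and NK cells differed more between libraries of 1 group than between the groups. Of 20 such genes, 14 were higher and 6 lower in A (median log2 fold change 0.28), with the T cell surface gene Cd2 at 1.10 (standard error 0.81), the T cell receptor chain Cd3e at 1.07 (standard error 0.88), the NK receptor Klrk1 at 0.91 and the cytotoxic granule gene Nkg7 at 1.04. On the log2 scale, the median of these genes was −0.04, 0.72 and −0.81 in Y replicates 1 to 3 and −0.21, −0.92 and 1.54 in A replicates 1 to 3, so the highest and the lowest library were both in A. Among B cell genes, the IgE receptor Fcer2 was higher in A (1.72, standard error 0.61) and the B cell receptor component Cd79a lower (−1.77, standard error 1.02). Cell cycle genes, of which 21 were higher and 12 lower, had a median of 0.11, while camera placed that list lower in A than other genes. The camera adjusted p was 0.952 for T and NK cells and 0.245 for the cell cycle, with p = 0.986 and p = 0.732 given an estimated correlation between genes. The T and NK cell list changed direction without Y replicate 3 (adjusted p = 0.422) and without A replicate 3 (median −0.71, 0.0569), and passed without A replicate 2 (0.05). The cell cycle list changed direction without Y replicate 3 (0.971) and passed in the higher direction without A replicate 2 (4.49e-05). It passed in the lower direction without Y replicate 2 (0.00876), A replicate 1 (0.000265) and A replicate 3 (0.0214).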

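Mzb1, a chaperone of antibody assembly, had a log2 fold change of 0.62 (standard error 0.50), and the secretory regulator Xbp1, which many kidney cells also express, was at 66.8 ± 7.2 FPKM in A and 58.6 ± 8.41 FPKM in Y (SD, n = 3 each). The immunoglobulin joining chain Jchain was at −0.69, the plasma cell surface proteoglycan Sdc1 at −0.05 and the regulator Prdm1 at −0.02, the last 3 singled out as plasma cell genes after their values had been seen. Of 16 tested genes of B cells and plasma cells, 8 were higher and 8 lower in A (median log2 fold change 0.09, camera adjusted p = 0.857, and p = 0.831 with an estimated correlation). Library medians on the log2 scale were 0.23, −0.29 and −0.28 in Y and −0.31, 0.13 and 0.66 in A. The direction of the list reversed without A replicate 3 (adjusted p = 0.66, median −0.01).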

Different immune response states in young and adult recipients might account for the different levels of renal functions and histological damage.

**Fig 4:**
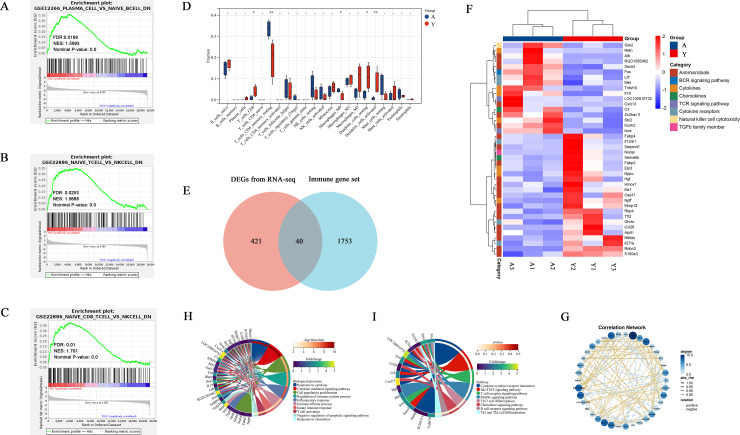
Immune cell infiltration and immune cell state were different in adult and young recipient kidneys. (A-C) GSEA analyses based on immune background. (D) The bar plot of 22 types of immune cells infiltration calculated by CIBERSORT algorithm (*n* = 3). (E) The intersection of DEGs from RNA-seq and immune gene sets downloaded from Immunology Database and Analysis Portal (ImmPort). (F) The correlation heatmap and (G) correlation network diagram of the identified 40 immune-related DEGs. (H) The GO enrichment and (I) KEGG enrichment analysis of the identified 40 immune-related DEGs.

Based on the gene expression profile, we evaluated the infiltration state of 22 types of immune cells in kidney transplantation samples by the CIBERSORT algorithm. The infiltration results were visualized as a bar plot (Fig 4D). The proportion of CD8^+^ T cells, resting dendritic cells, and activated dendritic cells in young recipients were significantly higher than those in adult recipients. 

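The CD8 chains Cd8a and Cd8b, which mark cytotoxic T cells, had log2 fold changes of 0.15 (standard error 0.69) and −0.07 (standard error 1.28) in A relative to Y, each smaller than its standard error, and were singled out after their values had been seen. Of 21 genes of dendritic cells and MHC class II, 10 were higher and 11 lower in A (median −0.06). The dendritic cell growth factor receptor Flt3 was at −1.68 (standard error 0.86), the MHC class II chaperone RT1-DMb at −1.16 and the integrin Itgae at −0.56. The costimulatory molecule Cd80, present on activated dendritic cells, was at 1.82 (standard error 1.28). It was close to 0, at 0.0862 FPKM in A and 0.0245 FPKM in Y, and the groups overlapped. The medians of the list on the log2 scale were 0.15, 0.60 and −0.38 in Y and −0.71, −0.65 and 0.90 in A, with the highest library in A. The list did not pass (camera adjusted p = 0.215, and p = 0.622 with an estimated correlation). Without A replicate 3 it passed in the lower direction (median −0.81, adjusted p = 2.49e-05). These values are marker genes measured in whole kidney RNA and give no cell proportions. The CIBERSORT estimate was not repeated, since its signature matrix was not used here.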

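The T cell coreceptor Cd4, which rat macrophages also carry, had a log2 fold change of −0.37 (standard error 0.74) in A relative to Y and was singled out after its values had been seen. Of 23 genes of monocytes and macrophages, 4 were higher and 19 lower in A, with a median log2 fold change of −0.57 (−1.43 to 0.04 with 1 library left out). The mannose receptor Mrc1 was at −2.72 (standard error 1.21), the scavenger receptor Cd163 at −1.78, the membrane protein Ms4a7 at −1.60 and the arginase Arg1 at −1. Cd163 was close to 0 in both groups, at 0.0261 FPKM in A and 0.0987 FPKM in Y. Library medians on the log2 scale were 0.47, 1.35 and −0.94 in Y replicates 1 to 3 and −1.37, −0.41 and 0.93 in A replicates 1 to 3, a spread within each group larger than the difference between them. The list was lower in A by camera (adjusted p = 0.0446), and p = 0.522 with an estimated correlation between genes. The call was lost in all 8 limma settings (camera adjusted p from 0.0505 to 0.203), with the replicate number as a block (0.0576), and without Y replicate 1 (0.277), Y replicate 2 (0.768, median 0.04), A replicate 1 (0.709) and A replicate 2 (0.0778). Adjusted over the list alone, 0 of the 23 genes passed edgeR's quasi-likelihood test (718 of all genes at an unadjusted p under 0.05, and 27 called by DESeq2).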

Meanwhile, CD4^+^ memory resting T cells and M0 macrophages in young recipients were significantly lower than in adult recipients (Fig 4D).

To further explore immune-related regulatory genes, we downloaded the full immune gene set from the Immunology Database and Analysis Portal (ImmPort), intersected it with DEGs from RNA-seq, and obtained 40 immune-related genes (Fig 4E). Hierarchical clustering of these 40 immune-related DEGs showed a different expression pattern between the two groups (Fig 4F). At the same time, these genes were also closely correlated and analyzed by correlation network diagram (Fig 4G). In addition, we conducted GO and KEGG enrichment analyses to explore vital biological functions and pathways further. GO results revealed that biological processes were significantly enriched, including response to cytokines, cytokine-mediated signaling pathway, cell proliferation, regulation of the immune system, T cell activation, and response to chemokines (Fig 4H). KEGG results indicated that cytokine–cytokine receptor interaction, JAK-STAT signaling pathway, T cell receptor signaling pathway, MAPK signaling pathway, B cell receptor signaling pathway, and chemokine signaling pathway were significantly enriched, which is consistent with GO terms (Fig 4I). These results indicated that differentially expressed cytokines may regulate immune cell activation, proliferation, differentiation, and infiltration, and then regulated immune response in allografts after kidney transplantation.

### 3.5 *Socs3* and *Met* may be hub genes regulating the immune response in different recipients

To further explore differentially expressed regulatory hub genes involved in immune response in young and adult recipients after KTx, we constructed PPI networks and calculated their priority ranks according to BC (Fig 5A), MCC method (Fig 5B), and random forest algorithm (Fig 5C). 

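Several genes drawn in the networks were lower in A than in Y. Hepatocyte growth factor, Hgf, the ligand of Met, was at 0.78 ± 0.524 FPKM in A and 2.42 ± 1.88 FPKM in Y (SD, n = 3 each), a log2 fold change of −1.57 (standard error 0.83). The retinol carrier Rbp4 was at 23.8 ± 20.1 and 92.9 ± 52.4 FPKM (−1.92, standard error 0.73), the fatty acid carrier Fabp4 at 15.8 ± 9.33 and 59 ± 58.4 FPKM (−1.83, standard error 0.97), and the haem oxygenase Hmox1 at 36.5 ± 13.6 and 77.3 ± 50.8 FPKM (−1.05, standard error 0.45), in A and Y in that order (SD, n = 3 each). The plasma proteins Apoh and Serpind1 had log2 fold changes of −1.30 (standard error 0.64) and −1.88 (standard error 0.76). Il12rb1, a receptor chain for interleukin 12, was at −3.06 (standard error 1.45), and 7.81 FPKM in Y replicate 2. Without Y replicate 2, the log2 fold change was −0.66 for Il12rb1, −0.80 for Fabp4, −0.45 for Hmox1, −0.99 for Hgf and −0.76 for Serpind1, and without Y replicate 1 it was −0.77 for Apoh. Apoe, the lipid carrier, was at 26.8 ± 7.85 FPKM in A and 73.2 ± 31.6 FPKM in Y (SD, n = 3 each). Albumin, Alb, had counts of 25, 9 and 9 in A and was listed at 0 in the 3 Y libraries, too few for the test. The adjusted p from edgeR's quasi-likelihood test was 0.859 for Hgf, Rbp4, Fabp4, Hmox1, Apoh, Serpind1, Il12rb1, Apoe and Fos. Of these, DESeq2 called Fos (adjusted p = 0.000506). Which genes belong to the immune set was not worked out again, since that gene list was not used here.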

Intersection of top 10 ranked genes calculated by these three algorithms yielded three hub genes [Suppressor of cytokine signaling 3(*Socs3*), Mesenchymal-epithelial transition factor (*Met*), and Resistin (*Retn*)] (Fig 5D). The respective PPI network of these three genes was depicted in Fig S1B-D. Considering that *Retn* was expressed at a very, very low level in both Y and A group (Fig S1A), we only validated the expression levels of SOCS3 and MET in kidney samples by western blotting (Fig 5E). 

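Retn, which encodes the adipokine resistin, lies on chromosome 12 of Rnor_6.0 from 2201891 to 2204249 (ENSRNOG00000001001). Its counts were 3, 0 and 0 in Y replicates 1 to 3 and 101, 8 and 6 in A replicates 1 to 3. In FPKM these are 0.03, 0 and 0 in Y and 1.06, 0.0813 and 0.0523 in A, so most of the A signal came from A replicate 1. The gene fell under the minimum of edgeR's filterByExpr and was not tested. DESeq2, run without that minimum, gave an adjusted p of 0.422.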

As expected, SOCS3 and MET were both highly expressed in adult recipients (Fig 5F), consistent with RNA-seq results.

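Socs3, the feedback inhibitor of cytokine signaling through JAK and STAT proteins, was at 8.44, 9.54 and 17 FPKM in Y replicates 1 to 3 and at 31.2, 24.9 and 20.7 FPKM in A replicates 1 to 3. The means were 25.6 ± 5.33 FPKM in A and 11.7 ± 4.65 FPKM in Y (SD, n = 3 each), a log2 fold change of 1.12 (standard error 0.36, adjusted p = 0.859 from edgeR's quasi-likelihood test). Met, the receptor tyrosine kinase for hepatocyte growth factor, was at 9.12, 2.53 and 7.45 FPKM in Y and at 18.1, 13.6 and 9.78 FPKM in A. Its means were 13.8 ± 4.19 and 6.37 ± 3.42 FPKM (SD, n = 3 each), a log2 fold change of 1.11 (standard error 0.49, adjusted p = 0.859 from edgeR's quasi-likelihood test). Both genes were higher in each A library than in each Y library, but neither passed the adjusted test, and DESeq2 gave adjusted p of 0.492 and 0.869. With 1 library left out, the log2 fold change ranged from 0.91 to 1.60 for Socs3 and from 0.71 to 1.41 for Met. Socs3 (ENSRNOG00000002946) lies on chromosome 10 of Rnor_6.0 from 106975178 to 106976040, and Met (ENSRNOG00000052745) on chromosome 4 from 44774741 to 44852665. The unadjusted p from edgeR's model was 0.0173 for Socs3 and 0.0596 for Met.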

**Fig 5:**
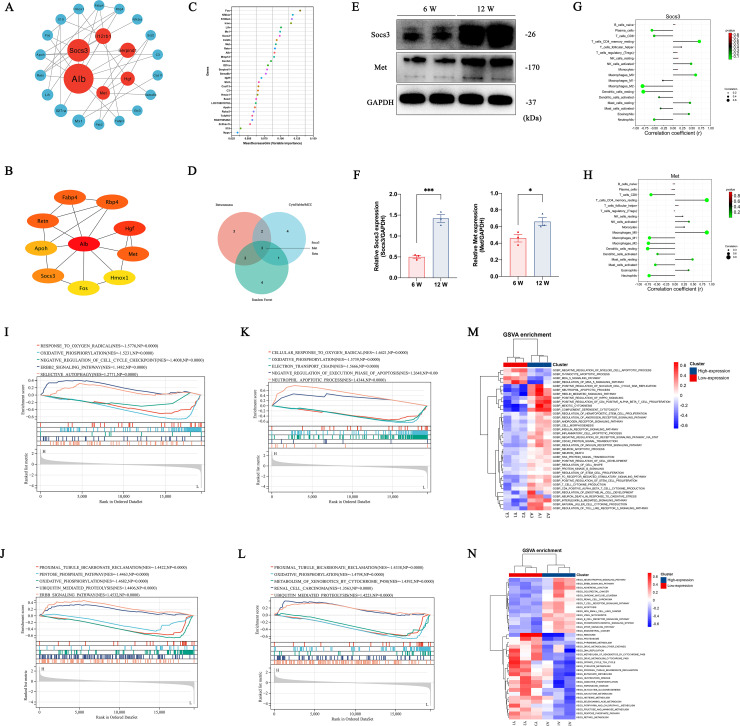
Identification, validation, and functional analyses of hub immune-related genes. Network construction of immune-related DEGs according to the Betweenness Centrality method (A) and Maximal Clique Centrality method (B). (C) Identification of top 30 hub genes based on a machine-learning method, random forest. (D) Venn diagram of intersection of top 10 hub genes calculated by Betweenness Centrality, Maximal Clique Centrality, and random forest algorithm. Validation of hub genes (Socs3 and Met) by western blotting (E) and quantitative analyses of the bands density (F). Values were presented as mean ± SEM (*n* = 3). *P < 0.05, ***P < 0.001. (G) Correlation analysis of Socs3 and 22 types of immune cells. (H) Correlation analysis of Met and 22 types of immune cells. Single gene GSEA analyses of biological processes (I) and KEGG pathways (J) based on high- (≥ 50%) and low-expressed (< 50%) Socs3. Single gene GSEA analyses of biological processes (K) and KEGG pathways (L) based on high- and low-expressed Met. Gene set variation analysis (GSVA) of biological process enrichments (M) and KEGG pathways (N) based on the high- and low-expressed hub genes.

As immune cell infiltration is the base of the immune response, we identified the correlation of these three hub genes with 22 types of immune cells. 

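The lowest FPKM in A lay above the highest in Y for Socs3 (20.7 and 17), for Met (9.78 and 9.12) and for Retn (0.0523 and 0.03). The 6 libraries therefore fall into the same 2 separate groups of 3 by each gene, and a correlation over all 6 would also carry every other difference between A and Y, so none was computed. A relation within each group of 3 libraries was not tested. Genes of infiltrating neutrophils and mast cells did not follow this division. Of 10 such genes, 5 were higher and 5 lower in A (median log2 fold change 0.01), and their library medians on the log2 scale were 0.37, 1 and −1 in Y replicates 1 to 3 and −1.16, 0.06 and 0.85 in A replicates 1 to 3. That list did not pass camera (adjusted p = 0.857, and p = 0.9 with an estimated correlation), and its direction reversed without Y replicate 3 (0.299) and without A replicate 3 (0.349).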

Not surprisingly, *Socs3*, *Met*, and *Retn* were all closely correlated with immune cell infiltration (Fig 5G and H, Fig S1E), indicating that these hub genes played a vital role in regulating the immune response in kidneys after KTx. Based on the highly and lowly expressed hub-gene subgroups, we performed the single gene GSEA analyses on biologically processed enrichments and KEGG pathways to explore possible mechanisms and signaling pathways. 

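Libraries at or above the median of Socs3, the cytokine feedback inhibitor, were the 3 A libraries, and those under it were the 3 Y libraries. A comparison of high with low Socs3 is thus the comparison of A with Y, and it cannot be told apart from recipient age. Of 28 antioxidant enzymes and targets of the transcription factor NRF2, 6 were higher and 22 lower in the A libraries (median log2 fold change −0.16, and −0.34 to −0.04 with 1 library left out). The peroxidase Gpx2 was among those higher, at 0.98. The list passed camera (adjusted p = 0.0461), and p = 0.196 with an estimated correlation between genes. The call was lost with limma without a filter (camera adjusted p = 0.105) and with quantile normalization (0.6), with edgeR without a filter (0.051), by preranked GSEA (0.169), and without Y replicate 1 (0.186), Y replicate 3 (0.422), A replicate 1 (0.0619) and A replicate 2 (0.17). Glutathione metabolism, which removes peroxides, had 7 genes higher and 24 lower in the A libraries (median −0.28, and −0.45 to −0.13 with 1 library left out). Its members with the smallest p included the glutathione reductase Gsr at −0.44, the peroxidase Gpx4 at −0.55 and the glutathione transferase Gstm7 at −1.84. Camera gave an adjusted p of 0.00164 for this list, and p = 0.17 with an estimated correlation, and the call was lost with quantile normalization (0.0505) and without Y replicate 1 (0.0821) and A replicate 2 (0.091). Adjusted over the list alone, 0 genes of either list passed edgeR's quasi-likelihood test (718 of all genes at an unadjusted p under 0.05, and 27 called by DESeq2).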

From these results, low expression of *Socs3* was linked to a higher level of oxidative phosphorylation, response to oxygen radicals, and cell cycle checkpoint regulation. In contrast, high expression of *Socs3* was associated with activating selective autophagy and ERBB signaling pathway (Fig 5I and J). Furthermore, low expression of *Met* was linked to elevated levels of oxidative phosphorylation, response to oxygen radical, and enhanced electron transport, while high expression of *Met* may increase the apoptosis process (Fig 5K and L). 

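Genes of the KEGG ErbB signaling pathway, which carries signals of epidermal growth factor receptors, had a median log2 fold change of 0.13 over 80 tested genes between the libraries of high Socs3 (A) and low Socs3 (Y). Genes of animal autophagy, which degrades cell components in lysosomes, had a median of 0.04 over 124 genes. These pathways of the deposited annotation were chosen after the values had been seen. Selective autophagy, response to oxygen radical and cell cycle checkpoint were not found among the annotated terms of 5 to 500 tested genes. They were therefore not tested, and animal autophagy does not stand in for selective autophagy. Among all annotated KEGG terms of 5 to 500 tested genes, the ErbB pathway passed camera (adjusted p = 0.0114), with p = 0.163 given an estimated correlation (adjusted p = 0.678), and autophagy did not (adjusted p = 0.208).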

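For Met, the receptor of hepatocyte growth factor, the 3 libraries above its median were again the A libraries, so the comparison is the same one as for Socs3. The 48 tested genes of the GO term electron transport chain, which covers carriers of the respiratory chain, had a median log2 fold change of −0.37 in the high-Met libraries. Genes of the BCL2 family, caspases and death receptors numbered 25 higher and 14 lower (median 0.07), and the KEGG apoptosis pathway had a median of 0.05 over 128 genes. The GO term and the KEGG pathway were picked once their values were known. By camera, adjusted p was 1.09e-05 for the electron transport chain (p = 0.0425 with an estimated correlation, where the adjusted p was 0.993 and the call was lost), 0.475 for the BCL2 and caspase list and 0.429 for the KEGG apoptosis pathway.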

Although *Retn* was very lowly expressed, highly and lowly expressed Retn may also have similar biological processes (S1F and G Fig).

In addition, we used GSVA to analyze biological process enrichments and pathway activity variations in highly and lowly expressed hub-gene subgroups by gene expression profile, calculated every sample’s enrichment score, and obtained the enrichment score matrix for subsequent analyses. 

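The libraries with high Socs3, Met and Retn are the 3 A libraries for each of these genes, so their pathway scores repeat the contrast of A with Y. Genes of the KEGG mTOR pathway, which couples nutrients to growth, had a median log2 fold change of 0.03 over 146 tested genes (camera adjusted p = 0.701), a pathway singled out after its values had been seen. In the KEGG annotation of T cell receptor signaling, 64 genes were higher and 26 lower in the high-expression libraries, and in that of B cell receptor signaling 43 were higher and 25 lower. In the Reactome annotation of apoptotic execution, 33 were higher and 16 lower. GSVA scores were not computed, since 6 libraries in 2 groups give no comparison beyond A against Y.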

The GSVA analyses activated the T cell receptor signaling pathway, apoptosis process, B cell receptor signaling pathway, and mTOR signaling pathways (Fig 5M and N). 

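In the KEGG annotation of oxidative phosphorylation, which counts subunits of both genomes and proton pumps, 23 of 131 tested genes were higher and 108 lower in the A libraries, the libraries of high Socs3, Met and Retn. Their median log2 fold change was −0.41, with p = 0.0946 by camera with an estimated correlation between genes. These counts rest on the same 6 libraries as the comparison of A with Y and add no separate evidence for the genes that define the subgroups.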

At the same time, oxidative phosphorylation was downregulated in the highly expressed hub-gene subgroup, consistent with the foregoing analyses and experimental validations. Furthermore, natural killer cell cytokine production, CD4^+^αβ T cell cytokine production, and other cytokines were also expressed differently. *Socs3* and *Met* are hub genes regulating the immune response involved in kidney transplantation, affecting oxidative stress, apoptosis, and proliferation.

### 3.6 Cytokines played a vital role in regulating the immune response in young and adult recipients after kidney transplantation

Previous analyses revealed that cytokines might play an important role in regulating immune response, affecting oxidative stress, apoptosis, renal function, and proliferation. Thus, we conducted a protein microarray and tested over 500 cytokines in serums from young and adult recipients to identify whether cytokines were differentially expressed in Y and A groups. A total of 500 cytokines were compared between Y and A groups. Analysis of cytokine differential expression identified 143 differentially expressed cytokines, among which 140 types of cytokines were upregulated in the Y group, and only three cytokines (Rheb, TGF-β R1, and WARS) were upregulated in the A group (A versus Y, Fig 6A and B). About 28.6% of total cytokines were differentially expressed in young and adult recipients, and most interestingly, most of these were highly expressed in young rat serum. These results indicated that higher levels of cytokines in the youthful systemic internal milieu might play a protective role in immune response, kidney injury, and tissue repair.

**Fig 6:**
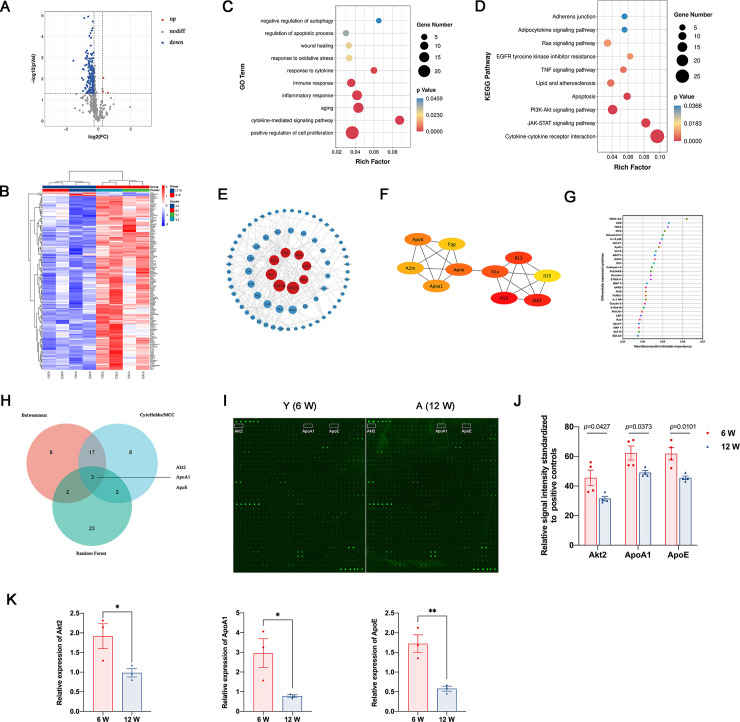
Cytokine profiles were different among young and adult recipients. (A) The volcano plot and (B) correlation heatmap of differentially expressed cytokines. (C) GO and (D) KEGG enrichment analyses of differentially expressed cytokines in Y and A group. Network construction of differentially expressed cytokines according to the Betweenness Centrality method (E) and Maximal Clique Centrality method (F). (G) Identification of top 30 cytokines based on the random forest method. (H) Venn diagram of intersection of top 30 cytokines calculated by Betweenness Centrality, Maximal Clique Centrality, and random forest algorithm. (I) Cytokine profiles of serum from young and adult recipients after kidney transplantation were compared by cytokine arrays. White boxes denote Akt2, ApoA1, and ApoE expression levels. (J) Comparison of relative expression levels of Akt2, ApoA1, and ApoE standardized to normal controls. (K) Relative expression of Akt2, ApoA1, and ApoE by qPCR.

We conducted a GO and KEGG enrichment analysis to further explore the functions and signaling pathways of differentially expressed cytokines. GO results indicated that apoptotic process, wound healing, response to oxidative stress, immune response, inflammatory response, cell proliferation, and cytokine-mediated signaling pathway were differentially expressed (Fig 6C). KEGG enrichment analysis indicated that Ras signaling pathway, TNF signaling pathway, apoptosis, PI3K-Akt signaling pathway, JAK-STAT signaling, and cytokine–cytokine receptor interaction were differentially activated (Fig 6D). There results were also consistent with our former analysis and experimental validation.

We also constructed PPI networks and calculated their priority ranks according to the BC method (Fig 6E), the MCC method (Fig 6F), and the machine learning–based random forest algorithm (Fig 6G). The intersection of the top 30 ranked cytokines calculated by these three algorithms yielded three possible crucial cytokines (Fig 6H). *Akt2*, *ApoA1*, and *ApoE* levels were significantly higher in young recipients serum than those in adult recipients (Fig 6I–J), and qPCR results also consistent with that in cytokine array (Fig 6K). Moreover, differentially expressed cytokines were closely correlated (S1H Fig), indicating that cytokines interact and cooperate in a youthful systemic environment rather than one or two cytokines dominating the biological processes.

### 3.7 Differentially expressed genes (DEGs) were associated with serum cytokines

We conducted a correlation analysis and protein–protein docking to identify the relationship between hub genes and serum cytokines. The correlation heatmap revealed that these three genes were negatively associated with serum cytokines (Fig 7A). SOCS3 could be perfectly docked with AKT2 (Fig 7B and C), indicating that DEGs were associated with serum cytokines.

**Fig 7:**
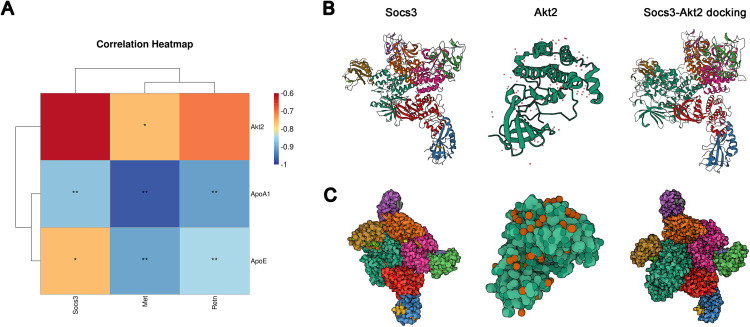
DEGs were associated with serum cytokines. (A) Correlation heatmap of identified hub genes and serum cytokines. The 3D structure of Socs3, Akt2, and the protein-protein docking (B), and its ball-shape profile (C).

## 4 Discussion

Kidney disease has an important impact on global human health, for one thing, as a direct cause of global morbidity and mortality, and for another, as a vital risk factor for cardiovascular disease [1]. CKD is a global public health threat, and has a prevalence of 9.1% that has been still increasing [1,2]. ESRD is the terminal stage of CKD and needs intermittent dialysis or kidney transplantation. Although kidney transplantation restores urinary function, transplanted patients still suffer from AKI, acute and chronic rejection, and other complications. AKI is the prior and base of rejection and other complications in some way. Thus, how to prevent and attenuate AKI is a challenging but promising approach.

The impact of a youthful systemic milieu on tissue rejuvenation, regeneration, and repair has been addressed in a number of ways, including the parabiosis model. Ludwig *et al.* successfully modified the parabiosis model, in which older rodents were physically connected to younger rodents to establish collateral blood circulation. This connection extended the life span of older rodents by 4–5 months in 1972 [34]. Because parabiosis had only limited fluid exchange among surgically connected pairs, we established a solid organ transplantation model to explore further the functional molecular changes due to a youthful systemic environment and the possible underlying mechanism. Young (8–10 weeks) and very old (19–26 weeks) rodents have been routinely used for parabiotic connection to study the influence of youthful systemic milieu on old tissues [8,11,15]. However, because very old organs are out of consideration for clinical solid organ transplantation, we did not select the very old rats as recipients. Since rats reach sexual maturity at 6–8 weeks and physical maturity at 8–10 weeks, we chose 6- and 12-week-old rats as recipients to mimic pediatric and adult KTx, respectively, to identify whether the younger internal environment would ameliorate allograft injury. However, there were still exist limitations to be considered: we did not arrange a relatively older recipients (like 12 months or even 18 months) group and didn’t arrange younger kidney donors transplanted to young and adult recipients.

Surprisingly, 24 h after KTx, 12-week-old adult recipients had higher levels of AKI and decreased renal function compared with 6-week-old young recipients after receiving similar donor kidneys. Based on multi-omics, machine learning analyses, and experimental validations, we observed that the young recipients’ younger systemic internal milieu alleviated kidney histological damage, oxidative stress injury, and apoptosis, and promoted repair. These results indicated that a relatively older (even in a strong stage) internal environment had increased vulnerability to injury and extrinsic stress, impaired resistance and repair potential, or both. The literature also supported that oxidative stress, inflammation, and kidney apoptosis increased with age [35,36].

It has been demonstrated that stimulating and regulating factors from a young systemic environment activated the rejuvenation and regeneration potential of old organs, rather than the migration of stem cells from young blood fluid to old tissues worked [8,12], but the functional regulating micromolecules were not well studied. Based on transcriptomics techniques, enrichment analyses of DEGs and immune-related genes indicated that cytokines and cytokine-mediated pathways were involved in AKI after kidney transplantation (Fig 2C and D; Fig 4H and I). Thus, we further conducted the proteomics analysis with a cytokine microarray, which tested 500 types of cytokines in recipient serums. About 28.6% of cytokines in young and adult recipients were differentially expressed, most of which (98%) were highly expressed in young recipients, indicating that cytokines played a vital role in multitudinous biological processes after KTx.

DEGs between young and adult recipient kidneys were associated with oxidative stress injury and apoptosis processes (Fig 2C; Fig 5I and K). Cytokines were also closely related with oxidative stress injury and apoptosis (Fig 6C and D), and most importantly, gene expression profiles were associated with cytokines as well (Fig 7A and B). Collectively, cytokines may affect gene expression profiles and participate in AKI after allogenic kidney transplantation. Cytokines play a vital role in many biological processes, including immune response, inflammation, apoptosis, oxidative stress, cell proliferation, survival, and death [37]. Kidney transplantation is an immune-accompanying process, in some way involving acute and chronic allograft rejection associated with AKI. Thus, we explored whether the immune response participated in AKI. As expected, cytokines affected immune cell infiltration, B cell and T cell activation, proliferation, and differentiation even within 24 h after allogenic KTx. Taken together, higher levels of cytokines in young recipients may alleviate kidney oxidative stress damage and apoptosis, protect kidney function, and promote injury repair via regulating the immune response. Higher levels of cytokines in young environment fluid serving as therapeutic or auxiliary agents deserve further experimental evaluation and clinical attempts.

Cardiovascular mortality and morbidity are major problems in patients with ESRD [38]. Islet transplantation combined with kidney transplantation showed protective effect in cardiovascular function [38]. In addition, successful islet-kidney transplantation demonstrated improved patient survival, long-term cardiovascular and endothelial function in type 1 diabetic kidney-transplanted patients [39]. The possible benefits of combination of cytokines and islet transplantation in KTx deserve further investigation in the future.

Regulatory cell therapy has been proven achievable and safe in living donor kidney transplant recipients [40]. Studies from seven non-randomized, single-arm phage 1/2A trials found that plasmacytoid dendritic cell levels were much higher in healthy controls than ESRD patients and higher in kidney transplanted patients 60 weeks after receiving regulatory cell therapy compared with pre-transplantation [40]. Interestingly, in our study, we also found young recipient kidneys had higher levels of both resting and activated dendritic cell infiltration (Fig 4D), indicating that dendritic cells may play a vital role in regulating immune response and alleviating kidney injury and rejection after transplantation.

Regulatory genes and cytokines have various biological functions and effects, and they also interact. Research has demonstrated that oxidative stress, apoptosis, and inflammation increase during AKI in older kidneys, and these mechanisms also interact [41]. Thus, the identification of hub regulatory genes and serum cytokines has its inevitable limitations, but it facilitates the exploration of the underlying mechanisms. The Suppressor of cytokine signaling (SOCS) family was found to play pivotal roles in immune regulation, and SOCS3 functioned as a negative feedback loop on cytokine-mediated signaling via the JAK-STAT pathway [42]. SOCS3 could also combine with AKT2 (Fig 7B). This could explain why the observed high expression of SOCS3 in adult recipient kidneys was negatively associated with lower levels of serum AKT2 concentrations (Fig 7A). Research has also indicated that AKT2 has an important role in diabetic nephropathy via regulating antioxidant and apoptosis [43], which is consistent with our findings.

Our findings may help explain why pediatric patients with kidney transplantation have a higher patient and graft survival than adults. After receiving an allogenic donor kidney, pediatric recipients tend to exhibit lower levels of stress injury and apoptosis and a higher potential of repair via regulating the immune response. However, pediatric ESRD patients usually receive organs from pediatric donors, and whether and how much a young donor kidney contributed to the prolonged patient and graft survival was not considered. Whether the recipients have an increased susceptibility to extrinsic stress and injury along with age, how cytokines interact, and the exact mechanisms still need to be clarified.

In conclusion, young recipients’ younger systemic internal milieu alleviated AKI after kidney transplantation by ameliorating oxidative stress and apoptosis via regulating the immune response. Cytokine profiles differed between young and adult recipients, and cytokines involved immune cell infiltration, T cell and B cell proliferation, and differentiation, affecting kidney injury and repair. Cytokine therapy may be a potentially useful therapeutic approach in kidney transplanted recipients to minimizing the injury of oxidative stress and apoptosis and to maximize the protection of kidney function and repair after injury. Some highly expressed cytokines in young recipients serving as therapeutic or auxiliary agents deserve further experimental evaluation and clinical considerations.

## Supporting information

S1 Fig (A) Relative gene expression of Socs3, Met, and Retn based on Fragments Per Kilobase of exon model per Million mapped fragments (FPKM) and statistical difference evaluation by student-t test. Protein-protein interaction (PPI) network of Socs3 (B), Met (C), and Retn (D) from STRING database. (E) Correlation analysis of Retn and 22 types of immune cells. Single gene GSEA analyses of biological processes enrichments (F) and KEGG pathways (G) based on high- (≥ 50%) and low-expressed (< 50%) Retn. (H) Correlation heatmap of top 30 identified cytokines.
(TIF)

S1 Table The primers of rat Akt2, ApoA1, ApoE, and GAPDH.

S1 File The immune-related GeneLists downloaded from the ImmPort portal.

S2 File Initial scan data of serum cytokine microarray of young and adult recipients 24 h after kidney transplantation.

S3 File The original western blot images of Figs 3G and 5E.

## Abbreviations

AKI: acute kidney injury
CKD: chronic kidney disease
ESRD: end-stage renal disease
KTx: kidney transplantation
PPI: protein–protein interaction
KEGG: Kyoto encyclopedia of genes and genomes
GO: gene ontology
GSVA: gene set variation analysis
GSEA: gene set enrichment analysis
DEGs: differentially expressed genes
Socs3: , suppressor of cytokine signaling 3
Met: mesenchymal-epithelial transition factor

# Supplementary material for: Youthful systemic milieu in younger recipients alleviates acute kidney injury via attenuating apoptosis and oxidative stress in a rat kidney transplantation model
**Source:** PLoS One. 2025 Sep 23;20(9):e0331020. doi: 10.1371/journal.pone.0331020
**Supplement:** S1 Table

**Supplementary table 1** the primers of rat Akt2, ApoA1, and ApoE

|  | Forward (5'-3') | Reverse (5'-3') |
| --- | --- | --- |
| GAPDH | CTGGAGAAACCTGCCAAGTATG | GGTGGAAGAATGGGAGTTGCT |
| Akt2 | CCTTATGCTGGACAAAGATGGC | CCGTAGTCATTGTCCTCTAGCAC |
| ApoA1 | AACAGCTAGGCCCAGTGACTCA | TCCTCGGCCACAACCTTTAGAT |
| ApoE | TGACGGTACTGATGGAGGACACT | CCAGCATGGTGTTTACCTCGTT |

# Supplementary material for: Youthful systemic milieu in younger recipients alleviates acute kidney injury via attenuating apoptosis and oxidative stress in a rat kidney transplantation model
**Source:** PLoS One. 2025 Sep 23;20(9):e0331020. doi: 10.1371/journal.pone.0331020
**Supplement:** S3 File

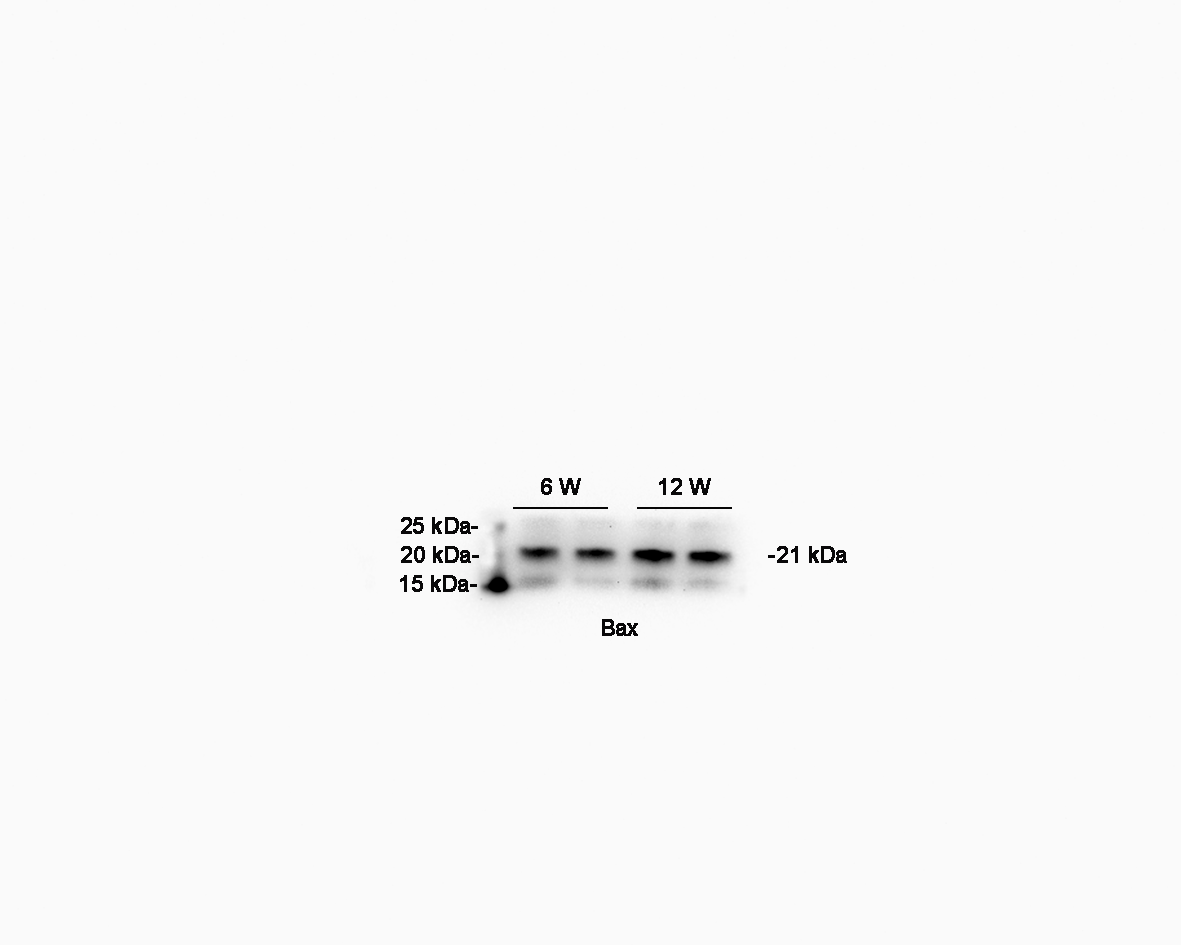

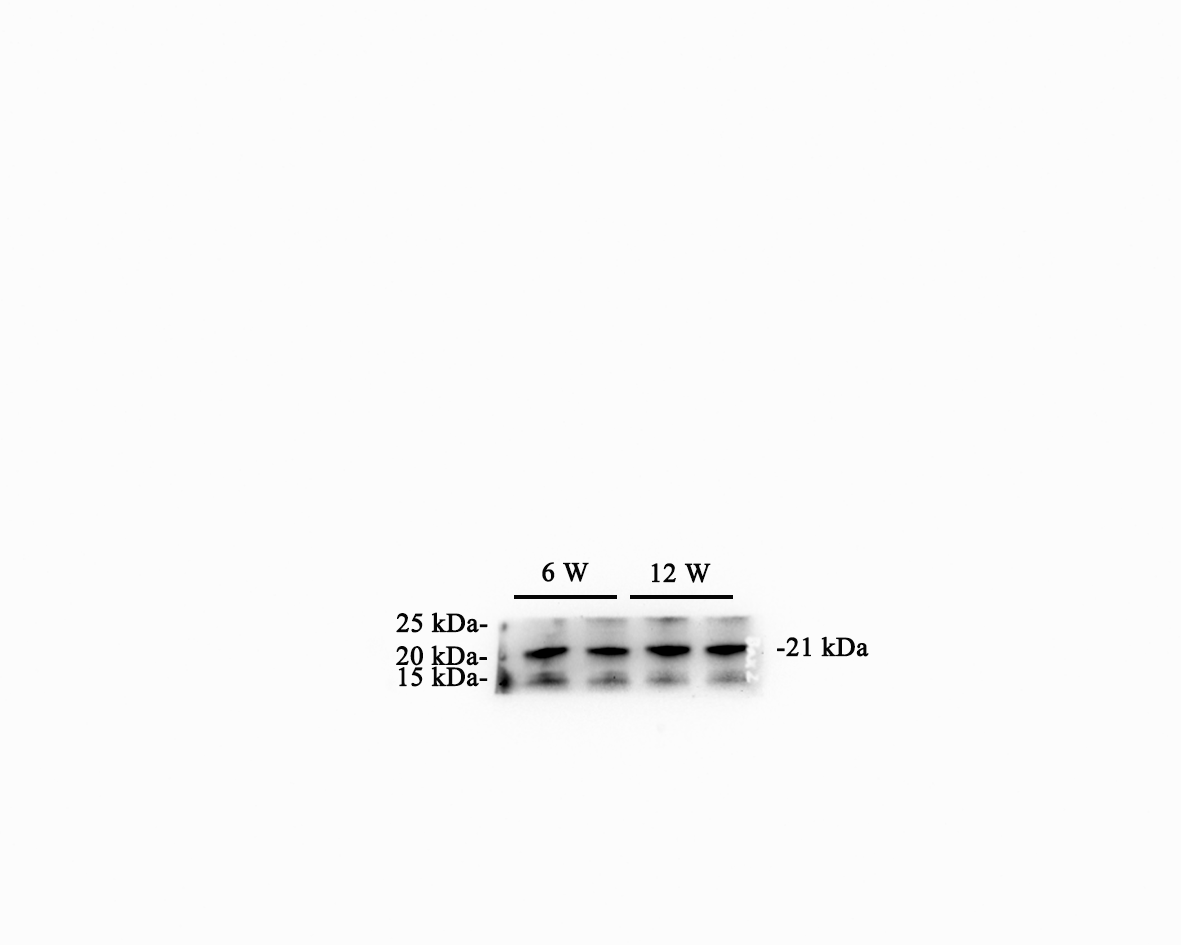

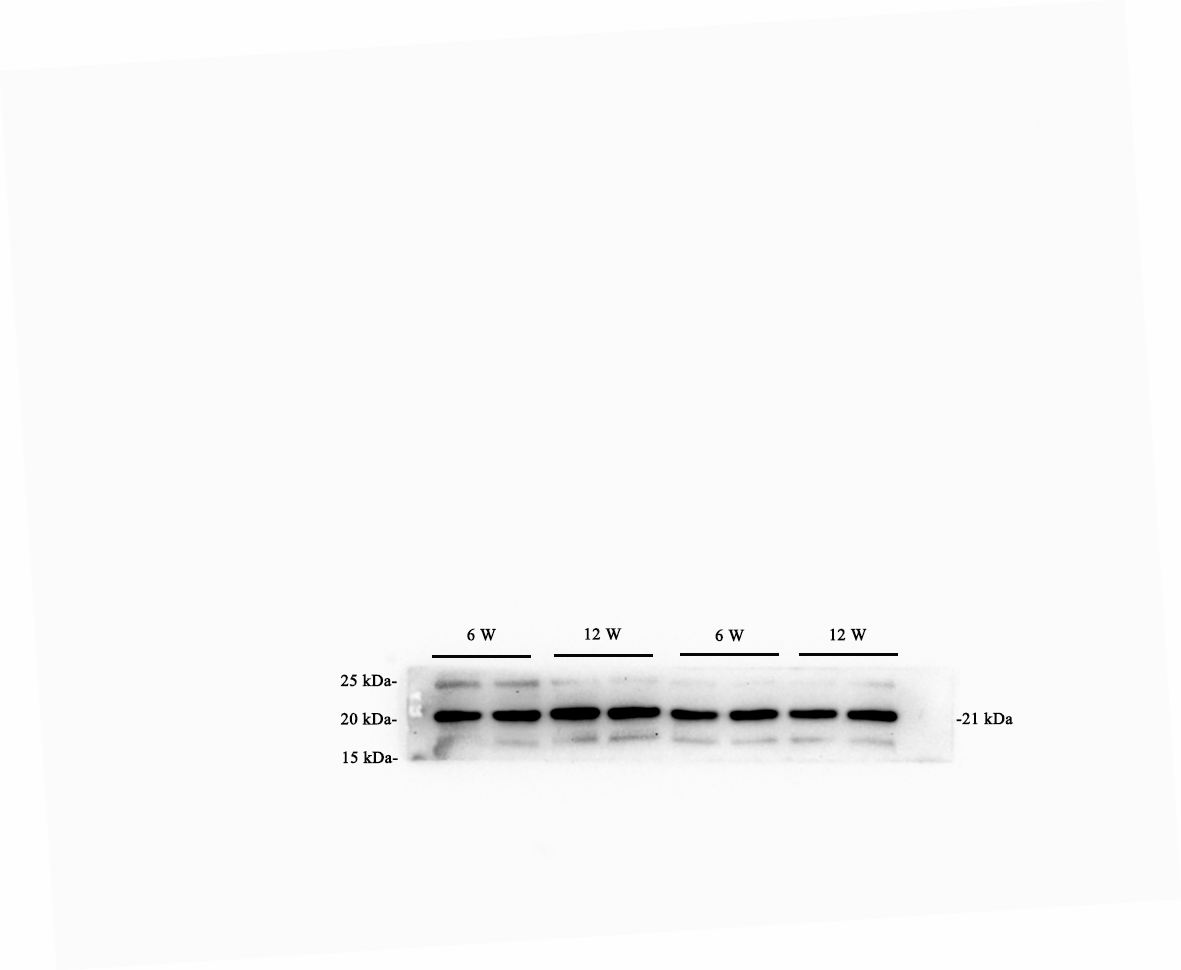

Figure 3G-Bax

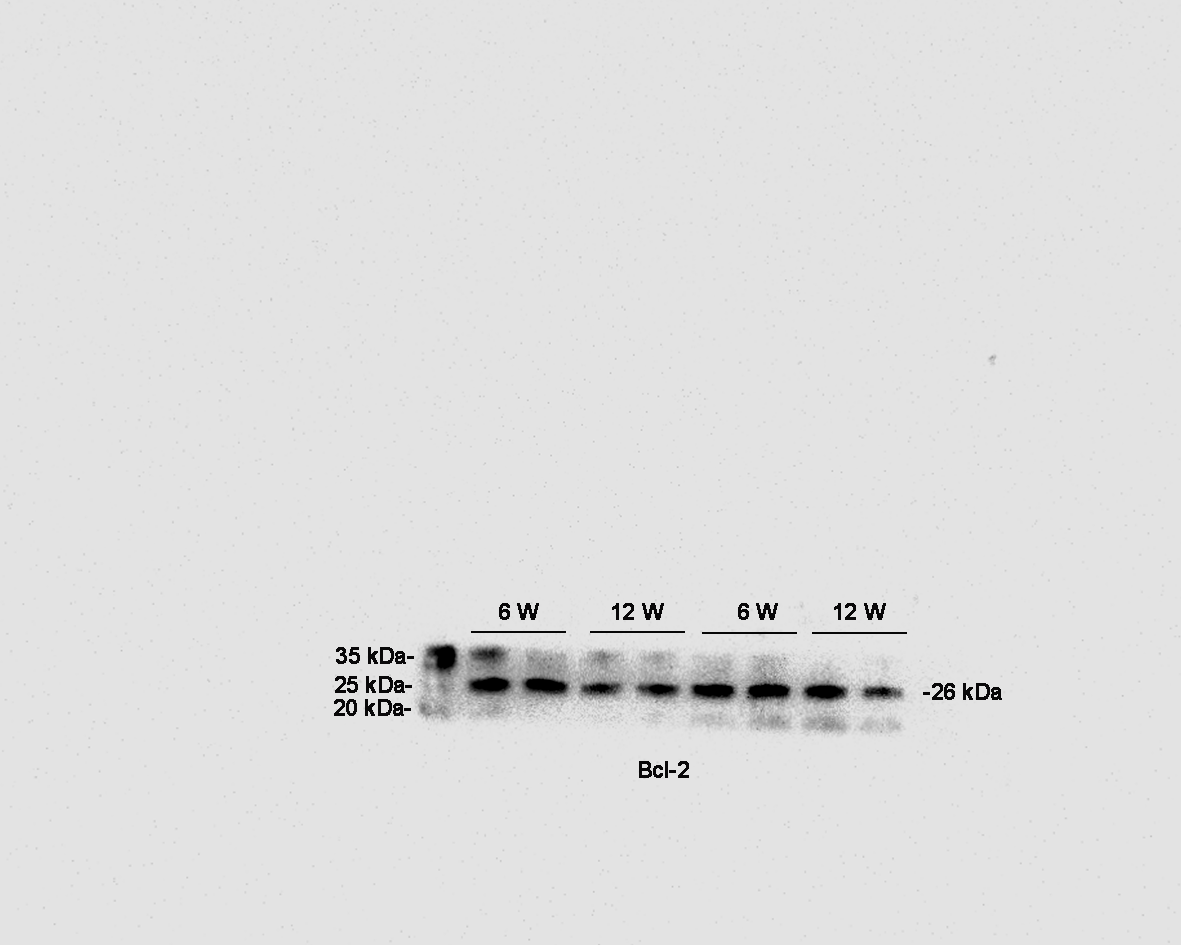

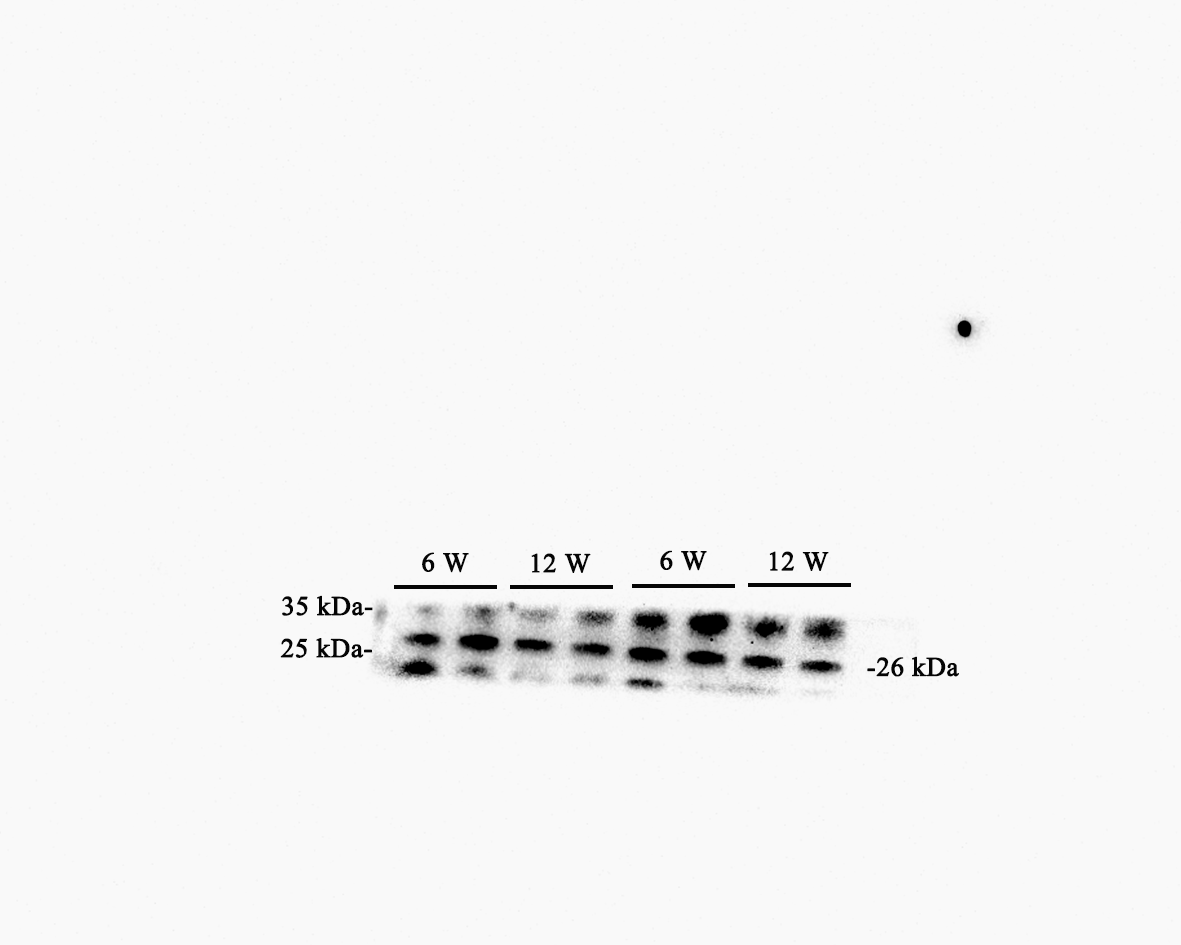

Figure 3G-Bcl-2

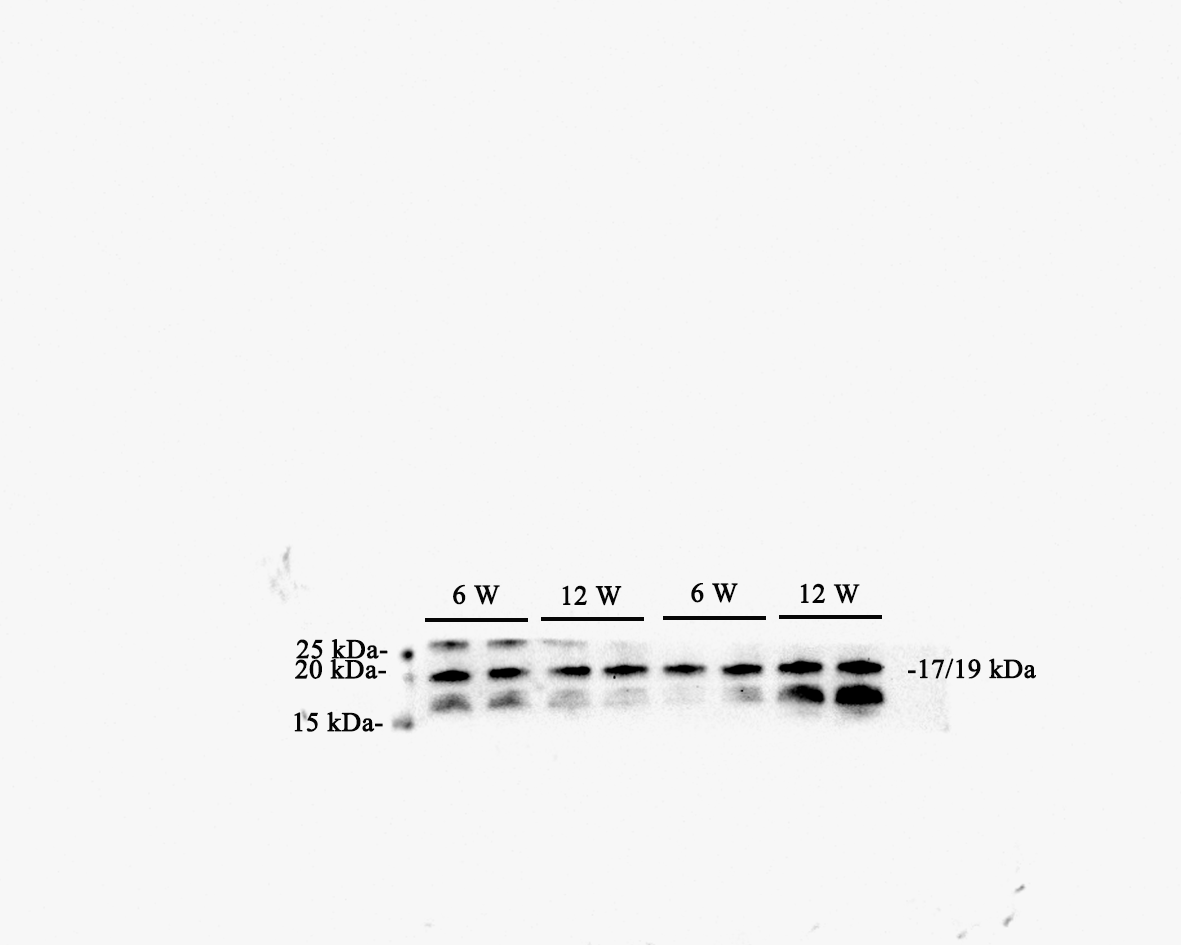

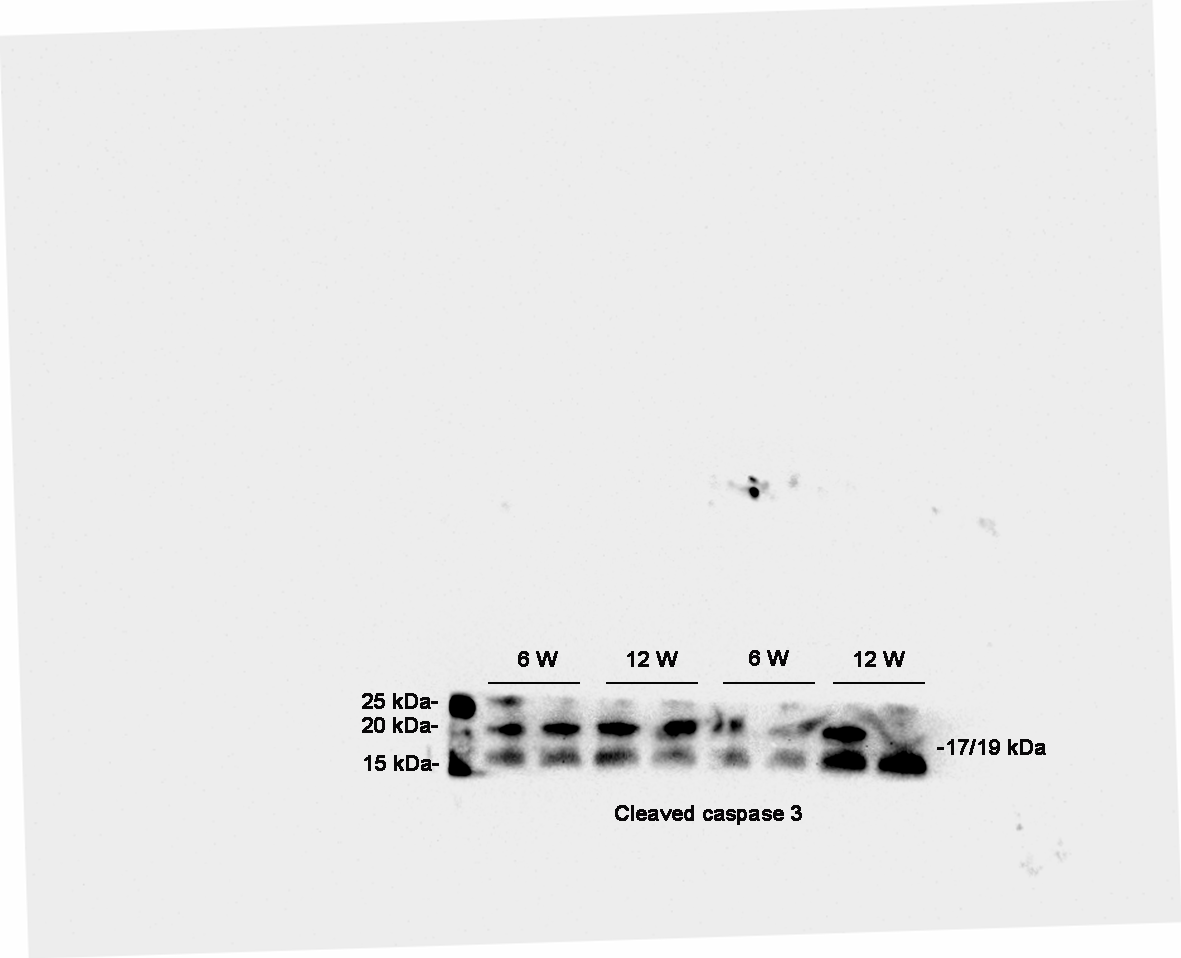

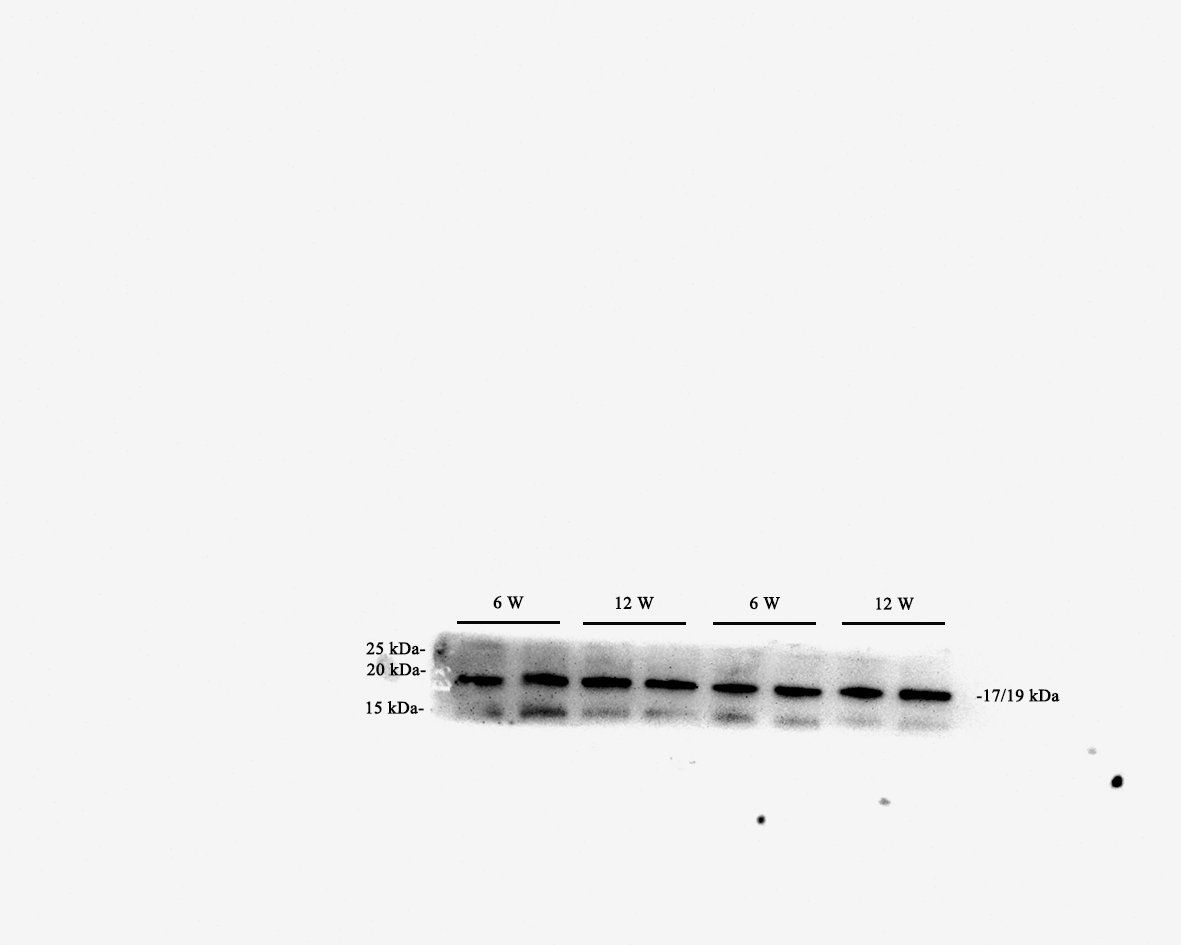

Figure 3G-cleaved caspase 3

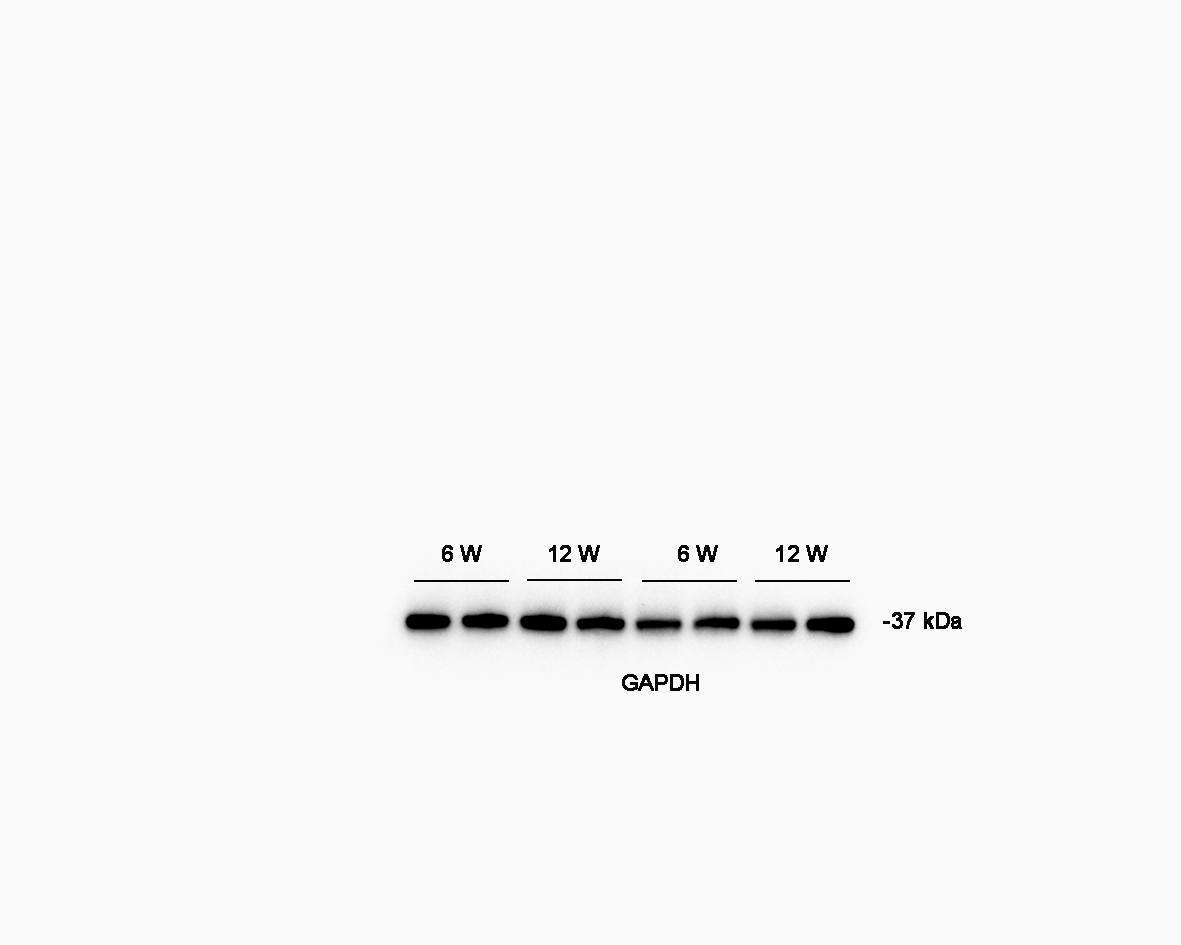

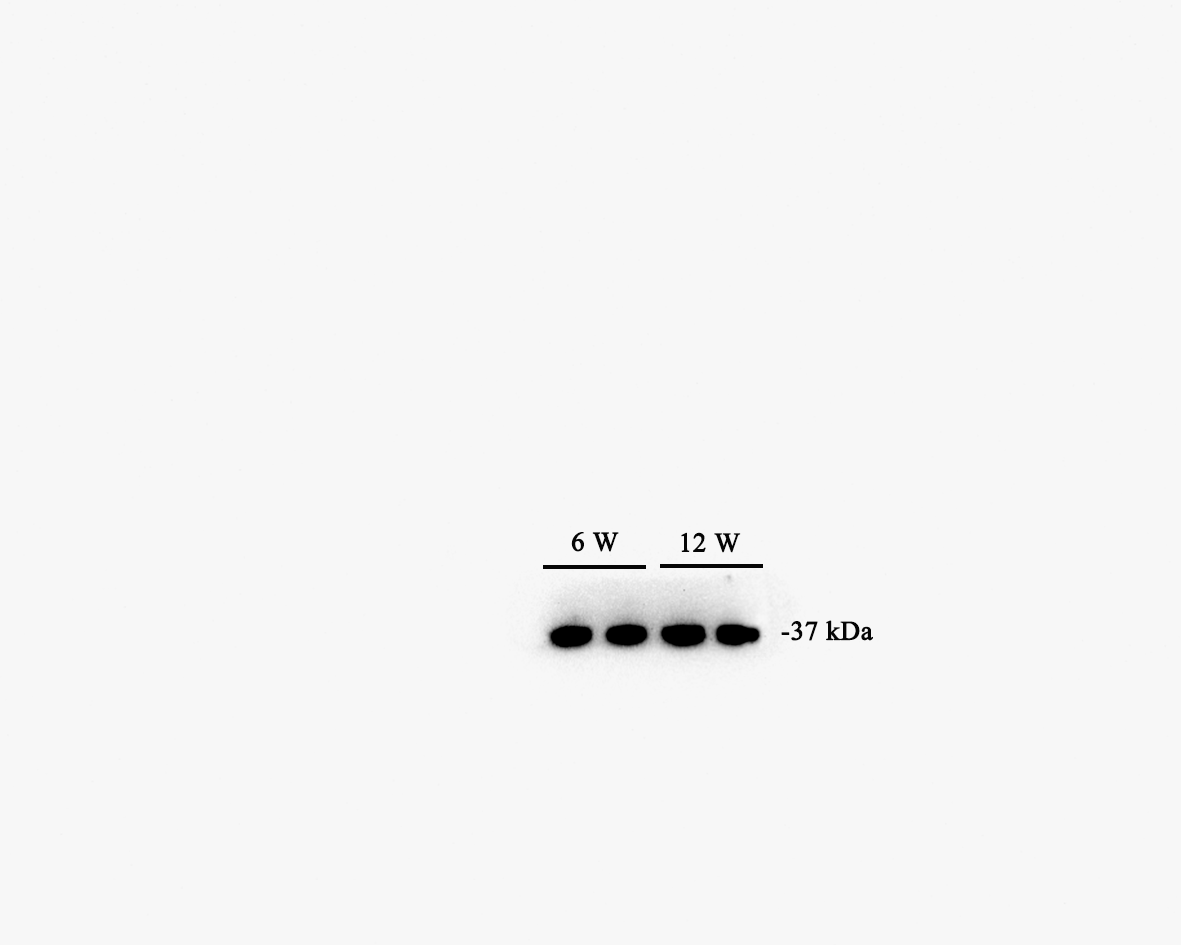

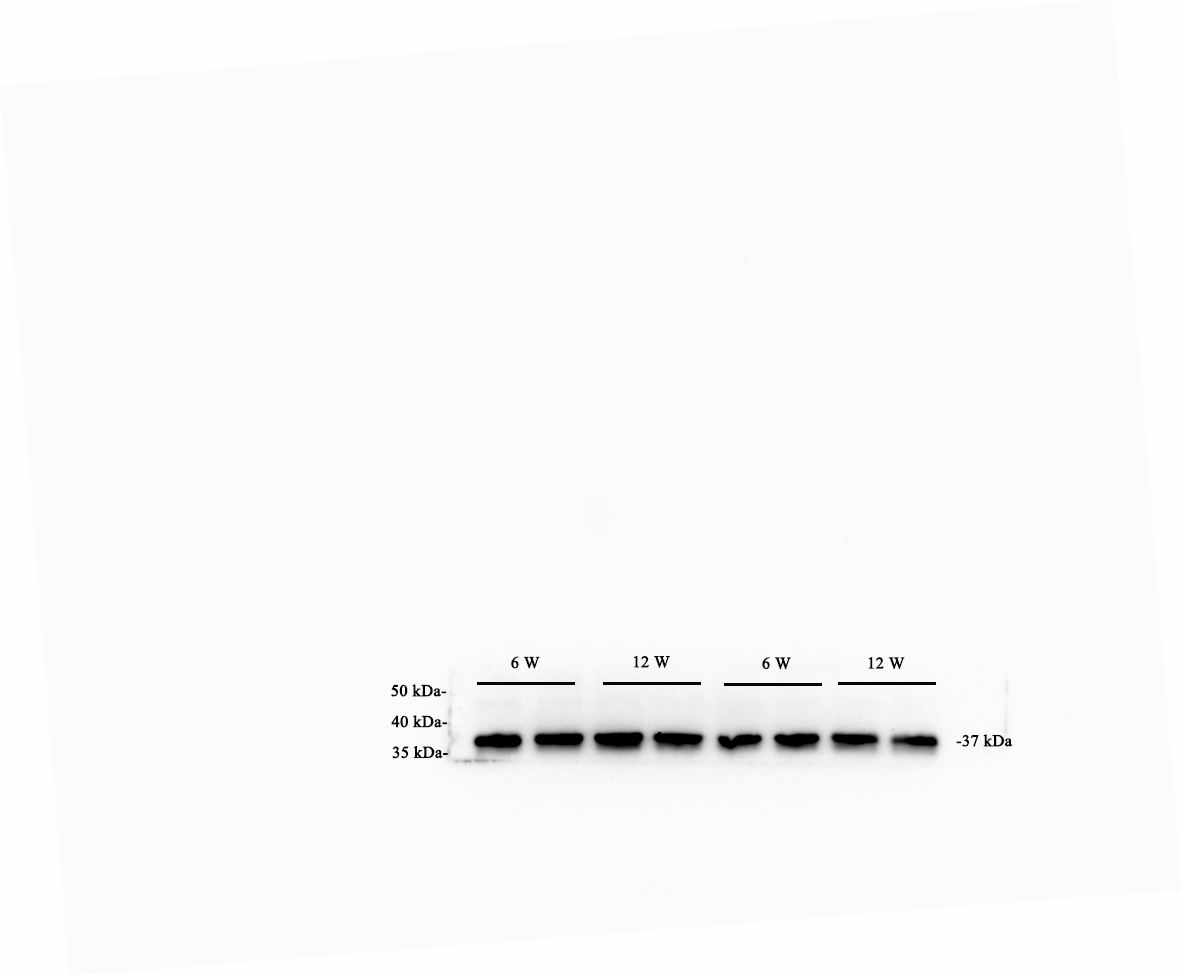

Figure 3G-GAPDH

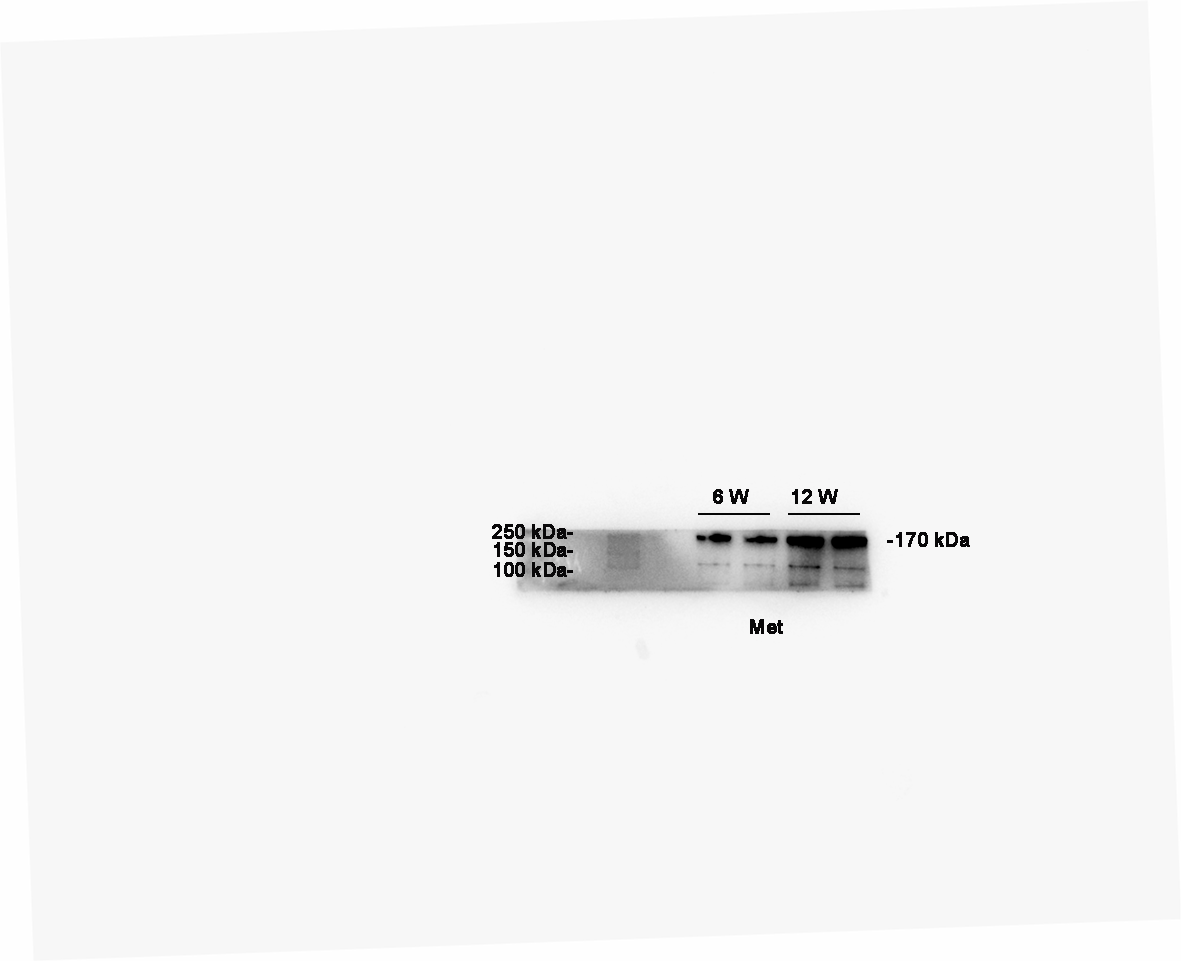

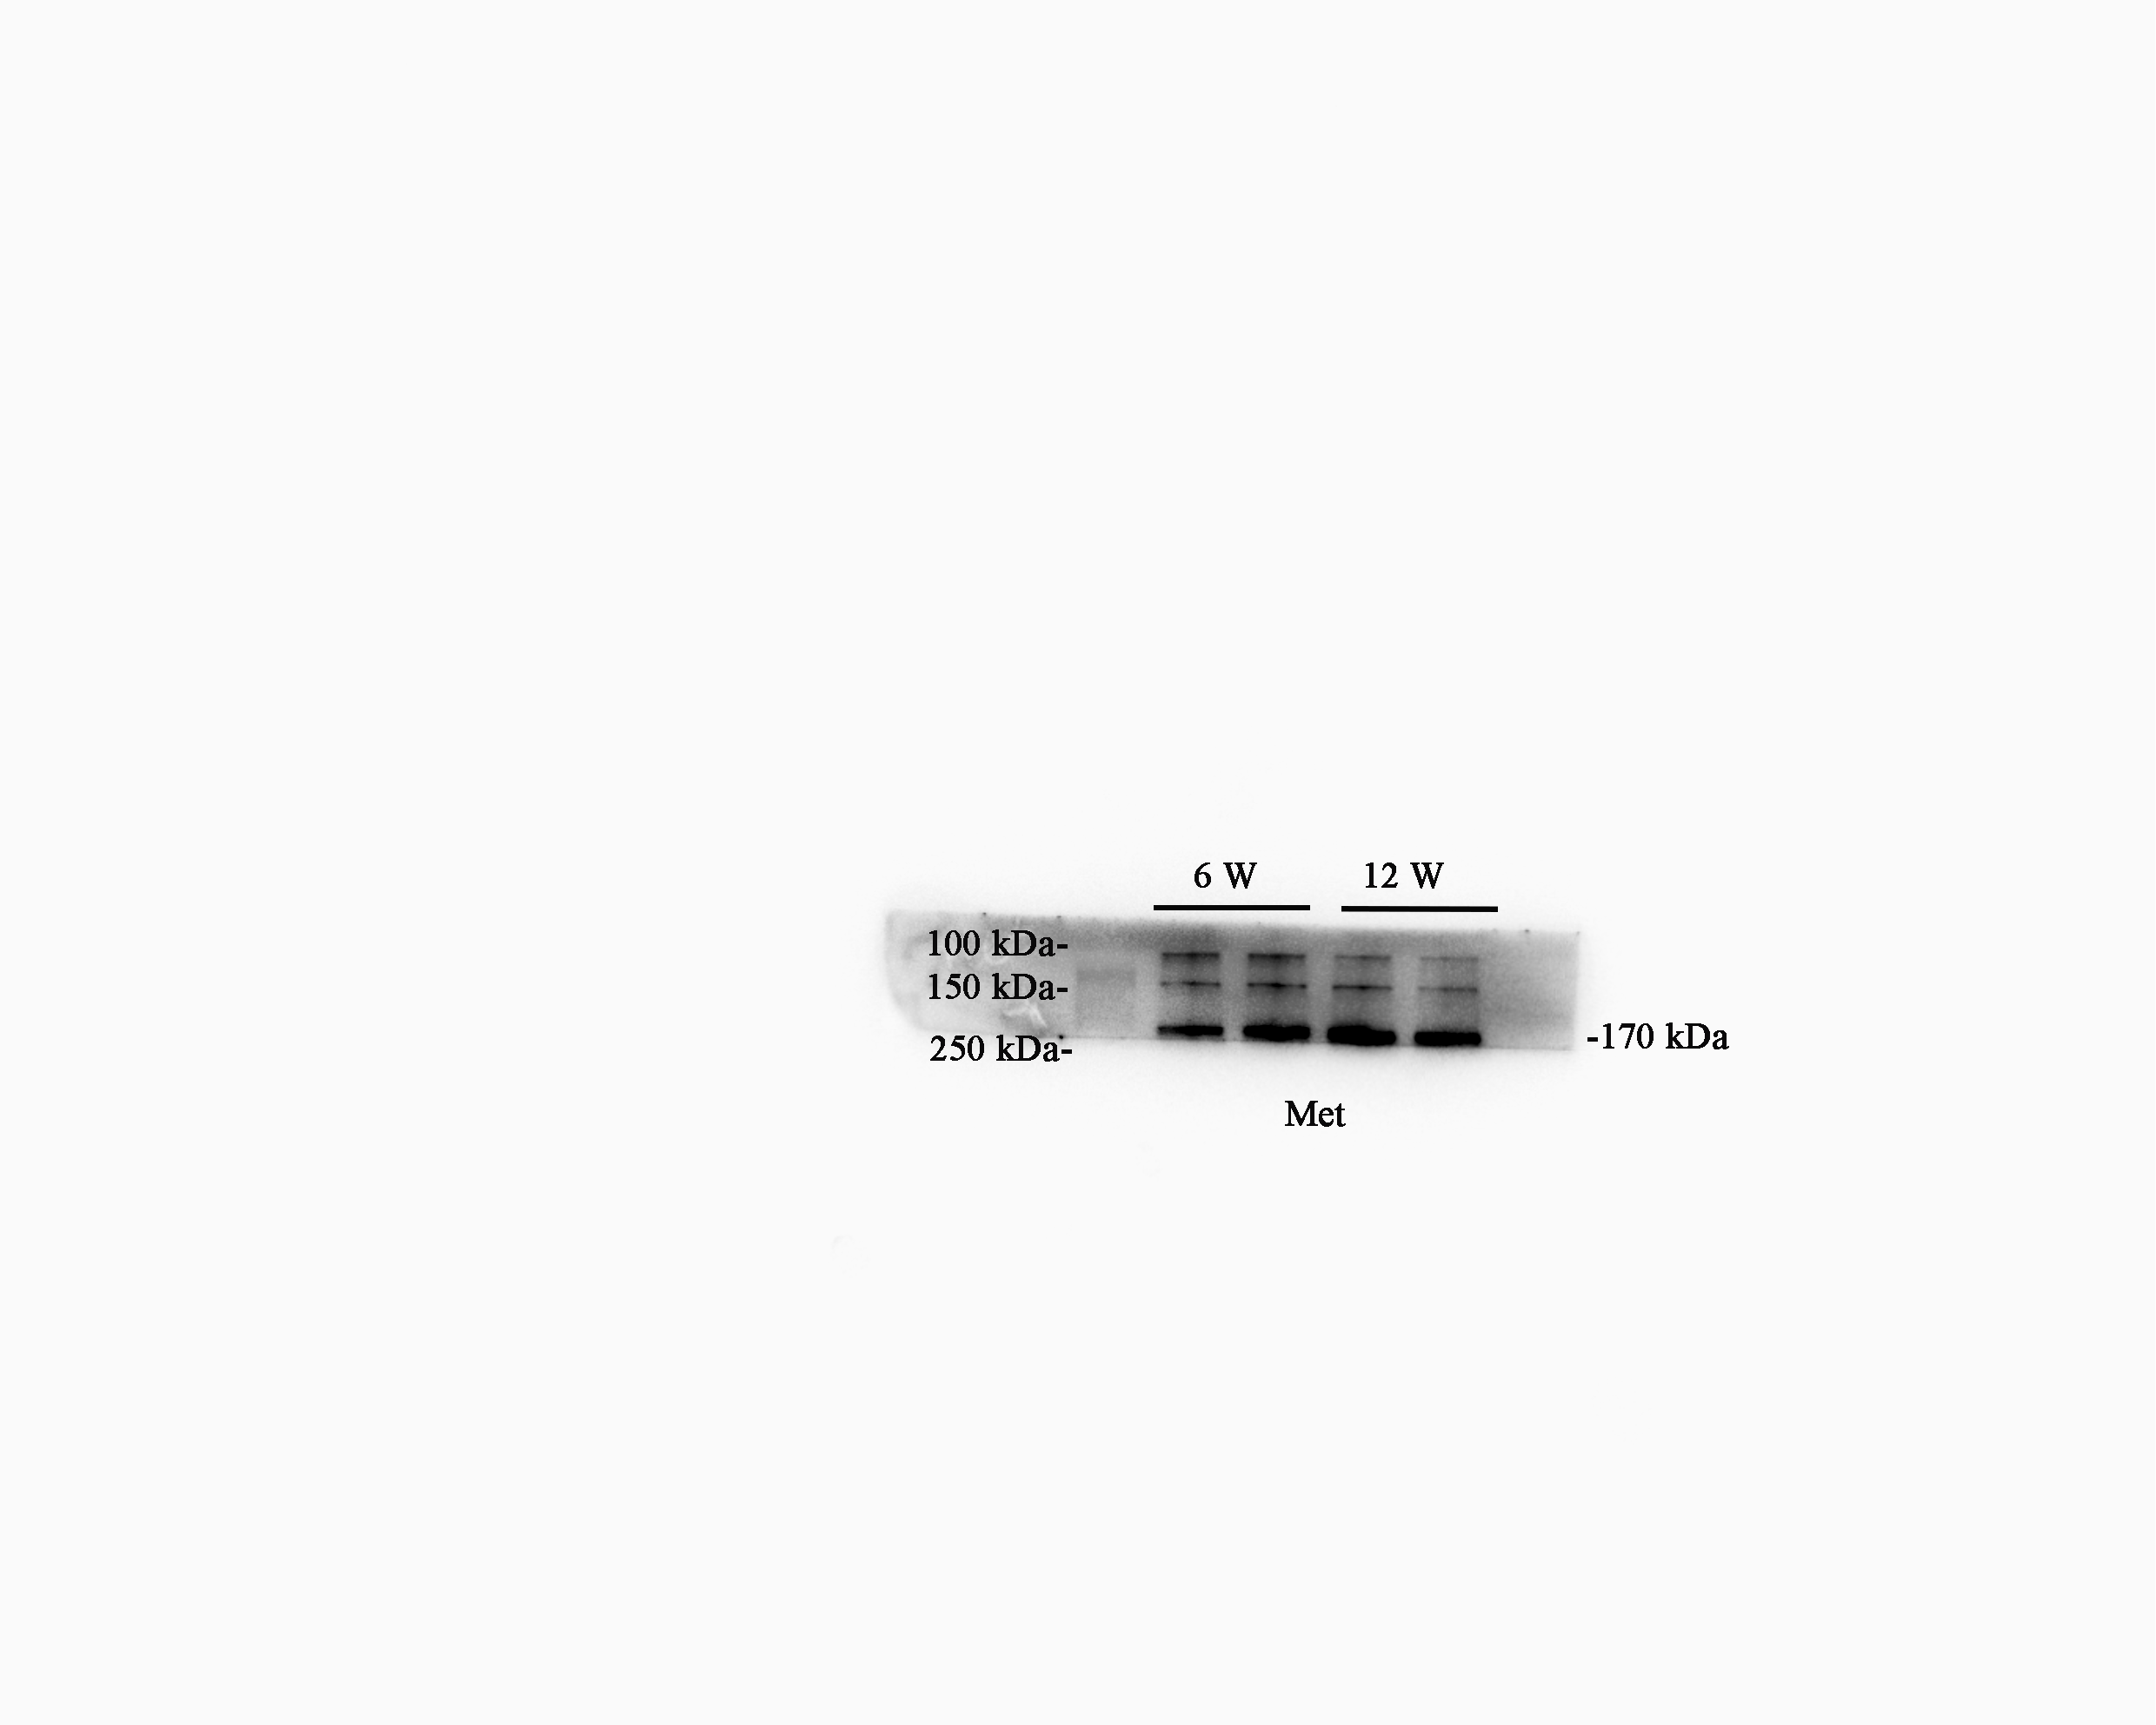

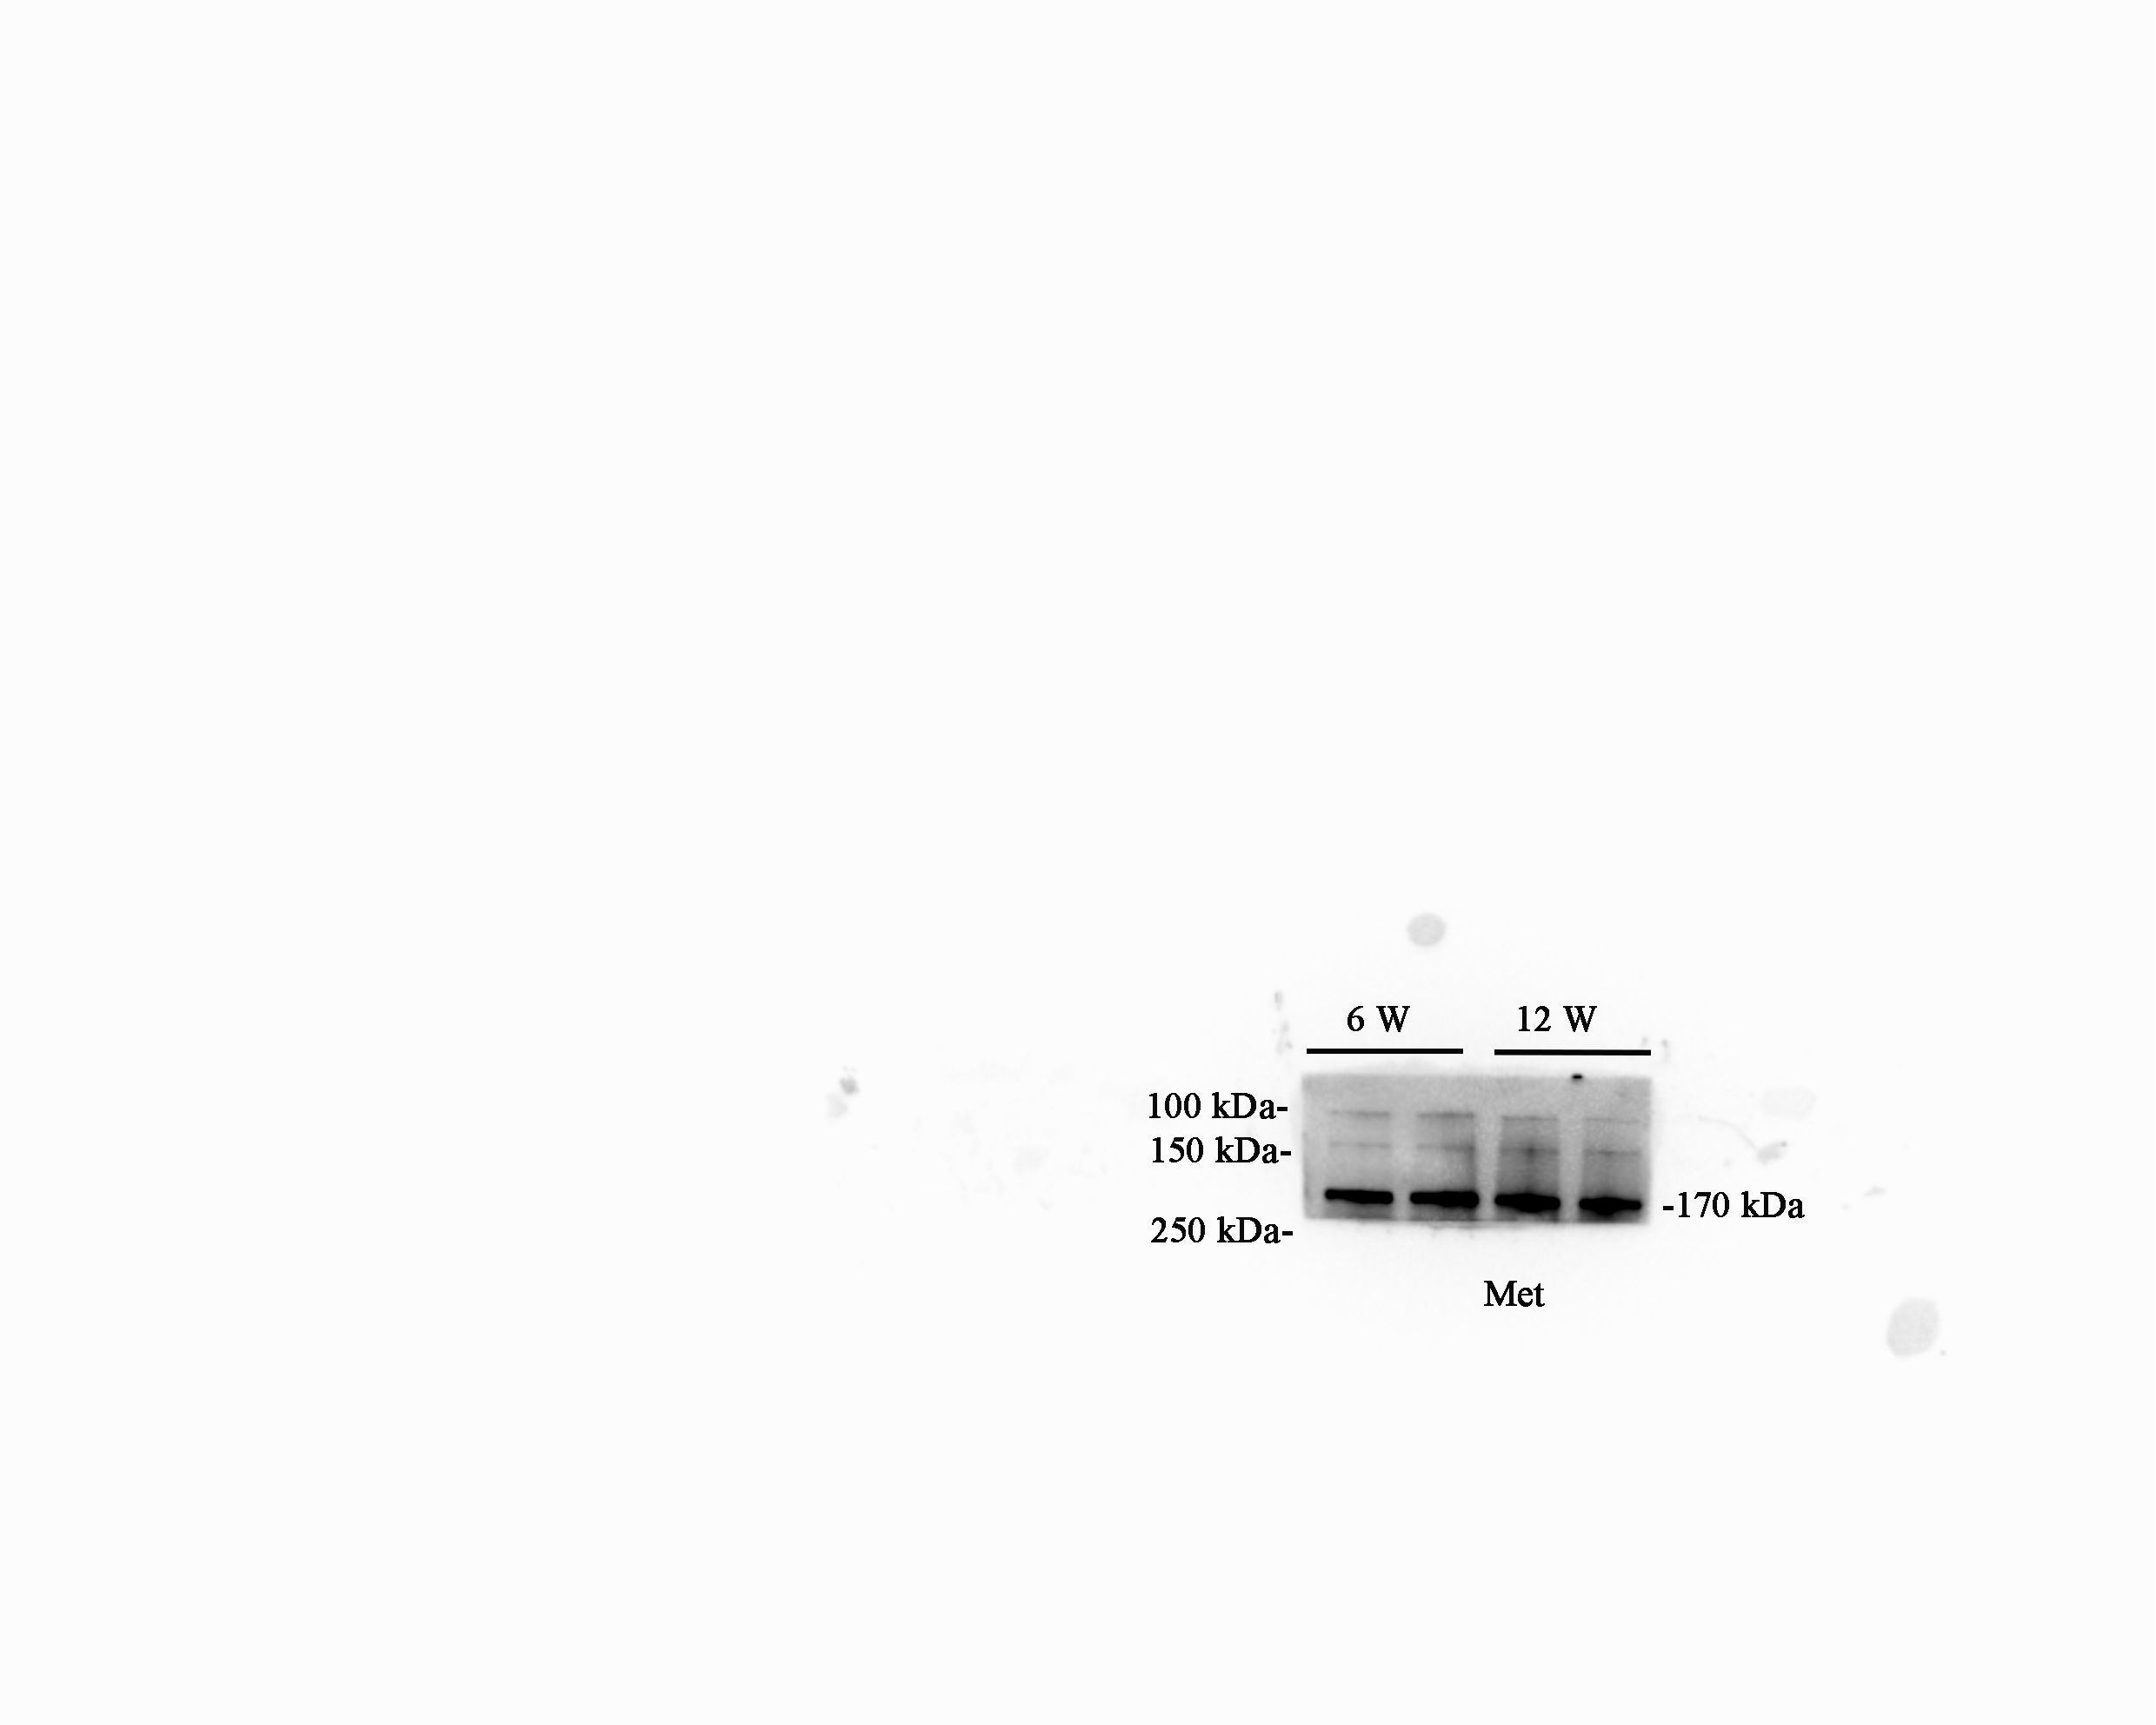

Figure 5E-Met

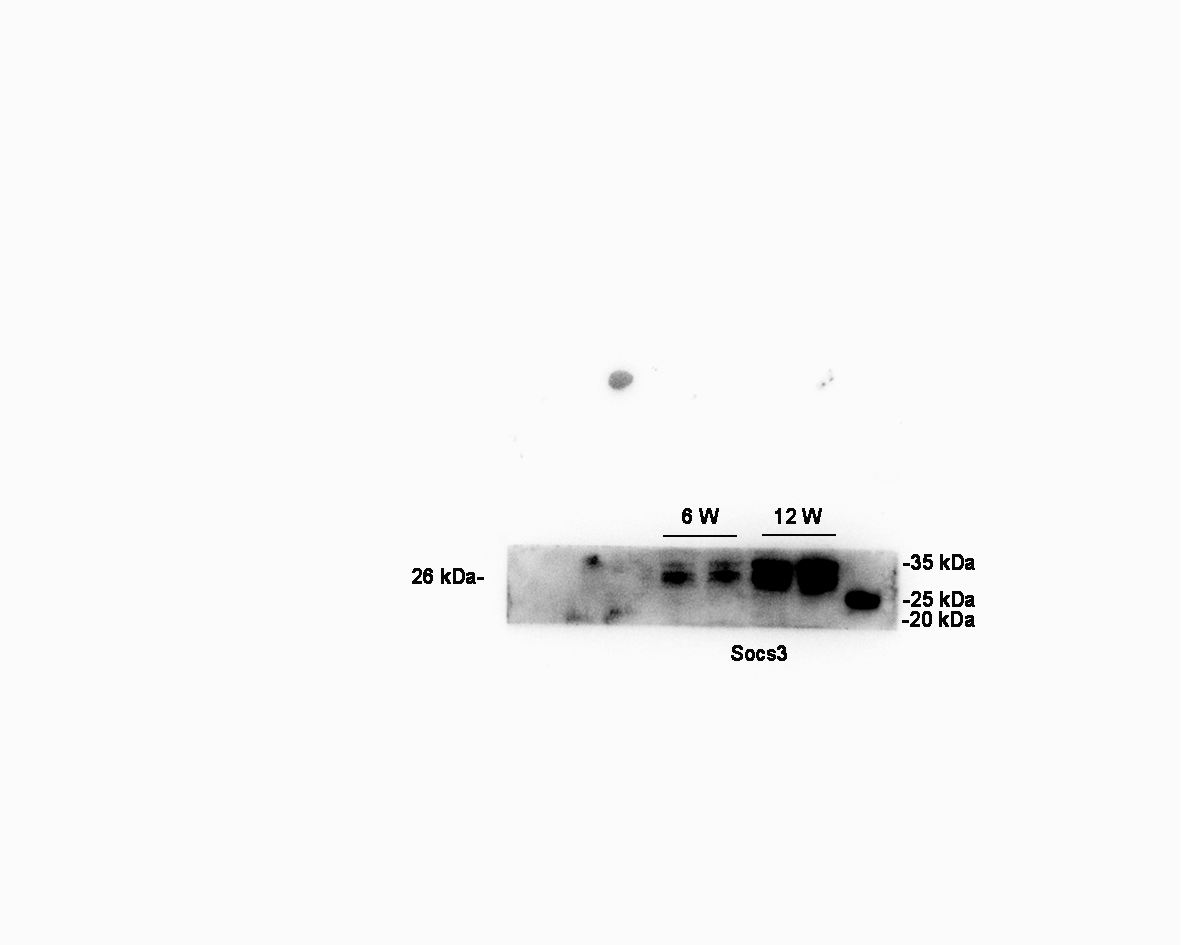

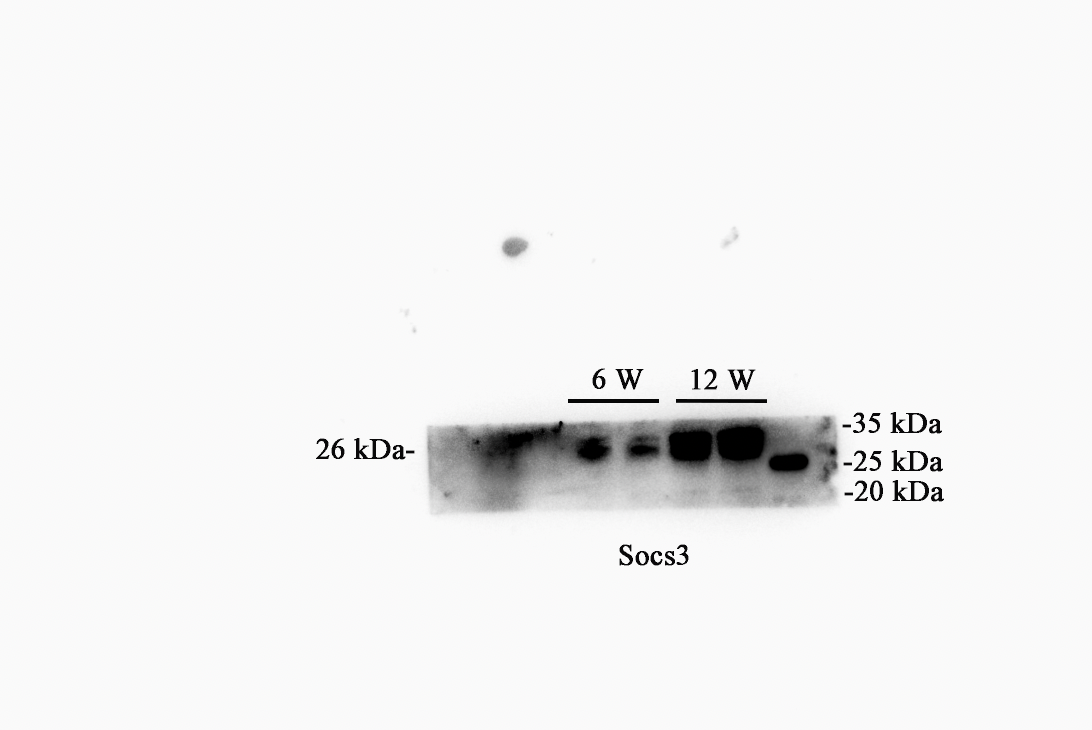

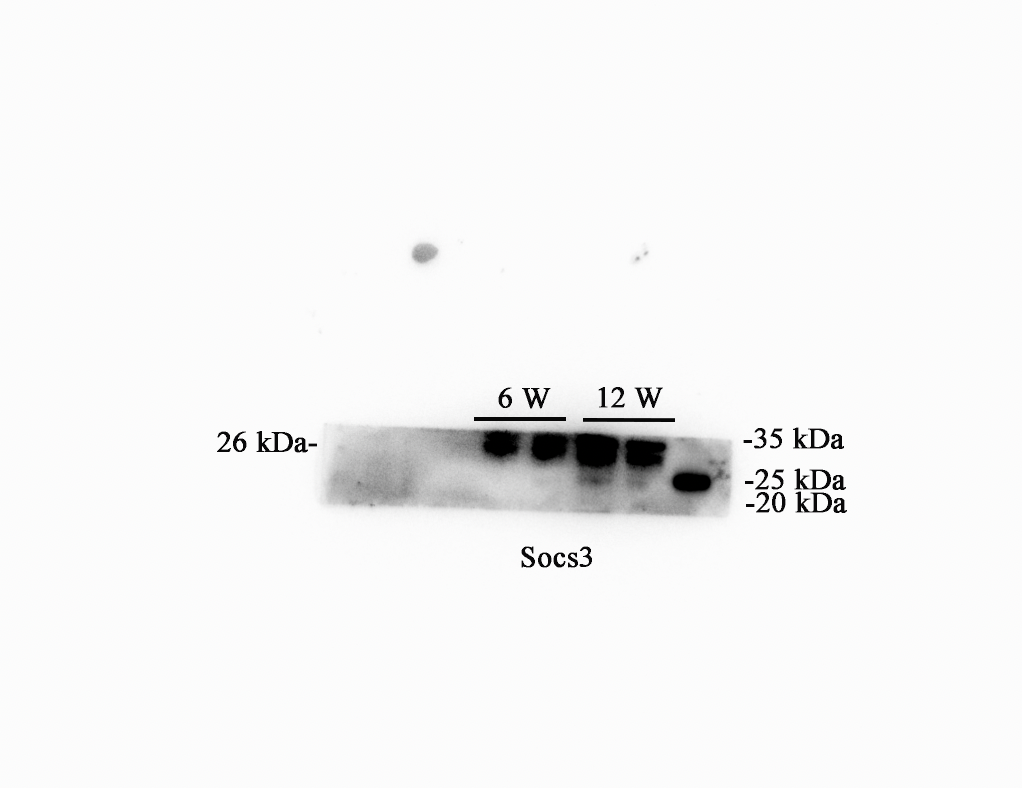

Figure 5E-Socs3

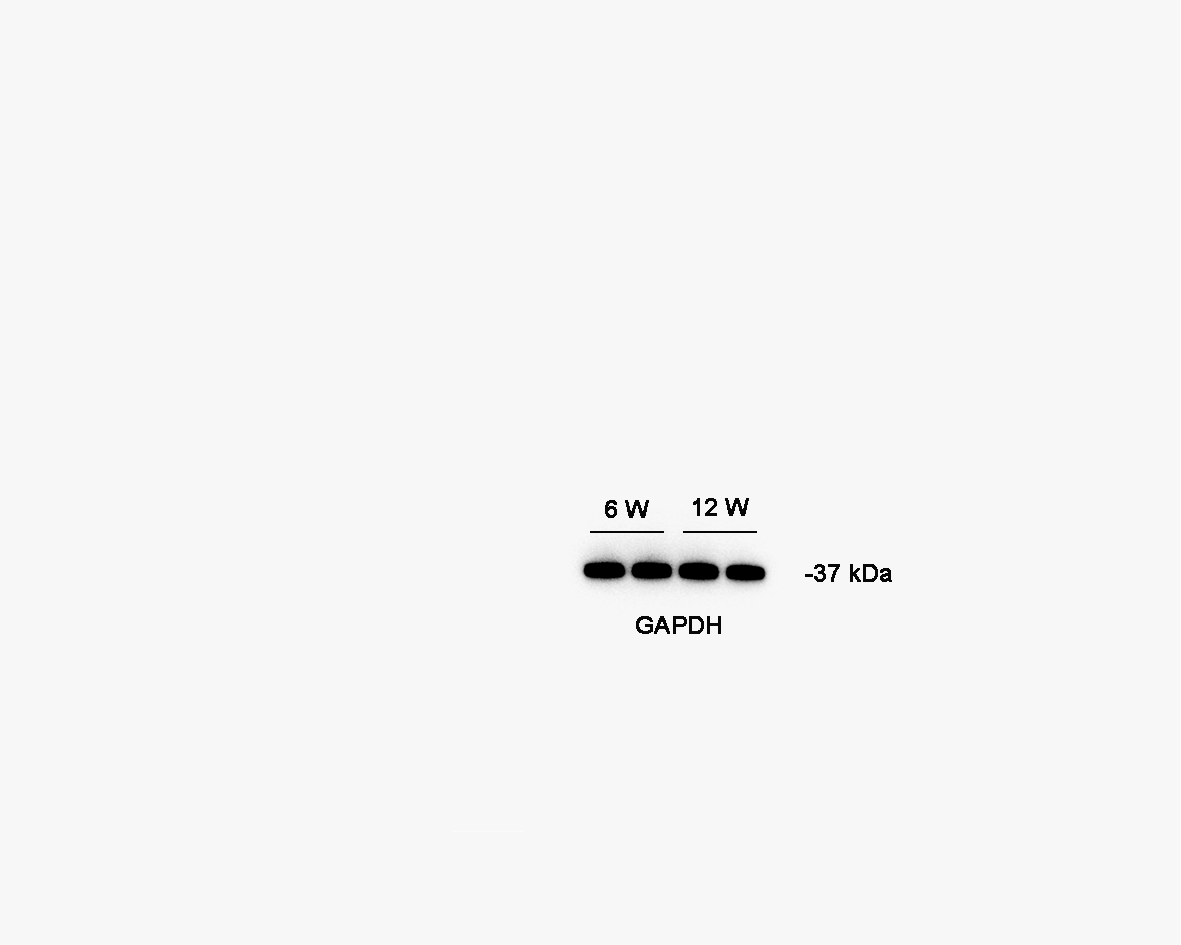

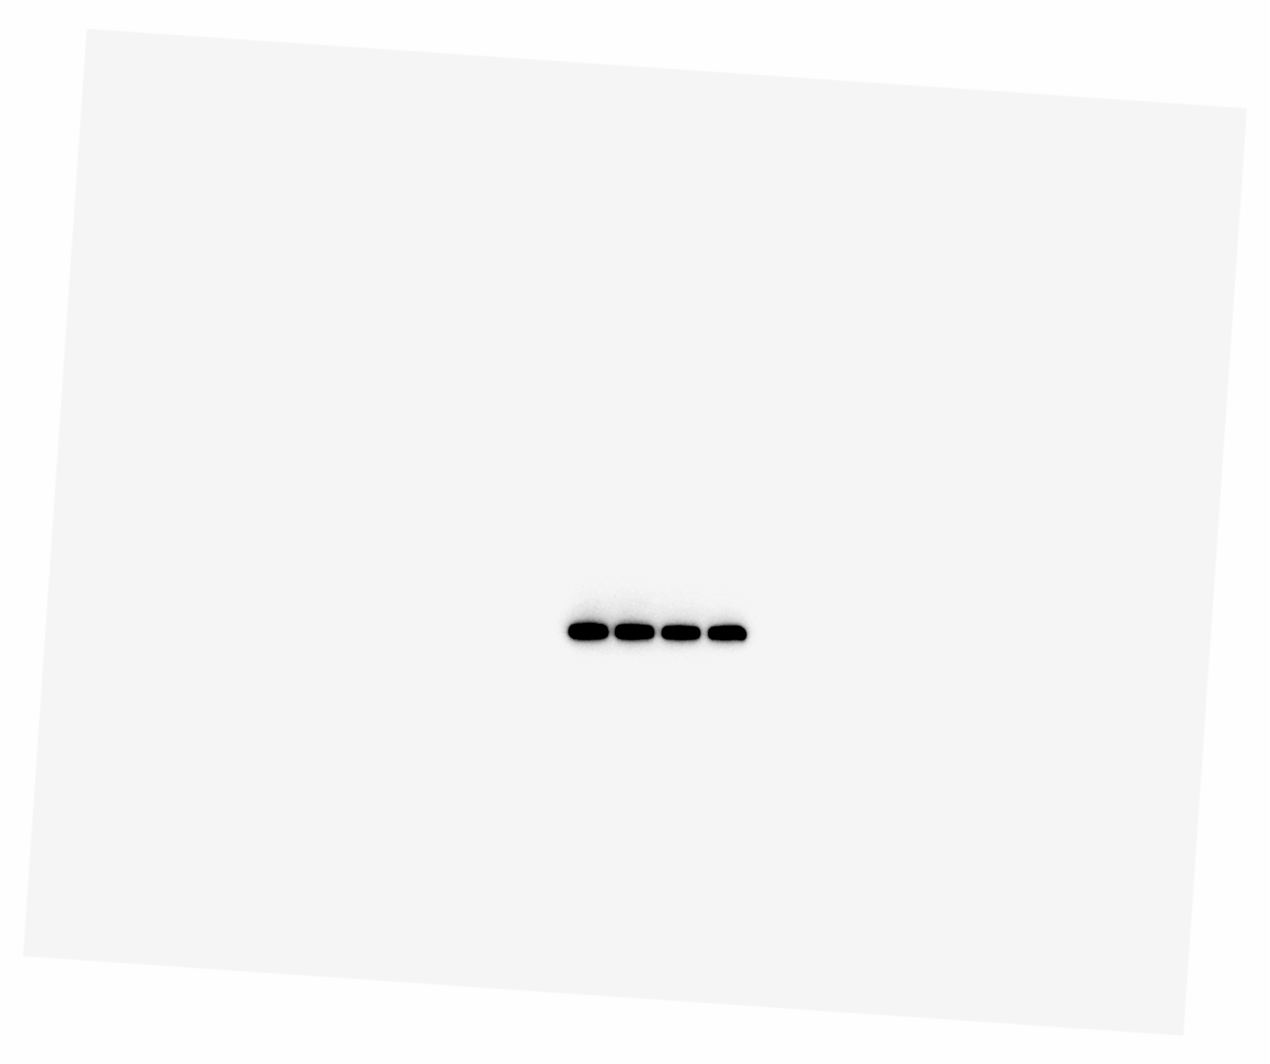

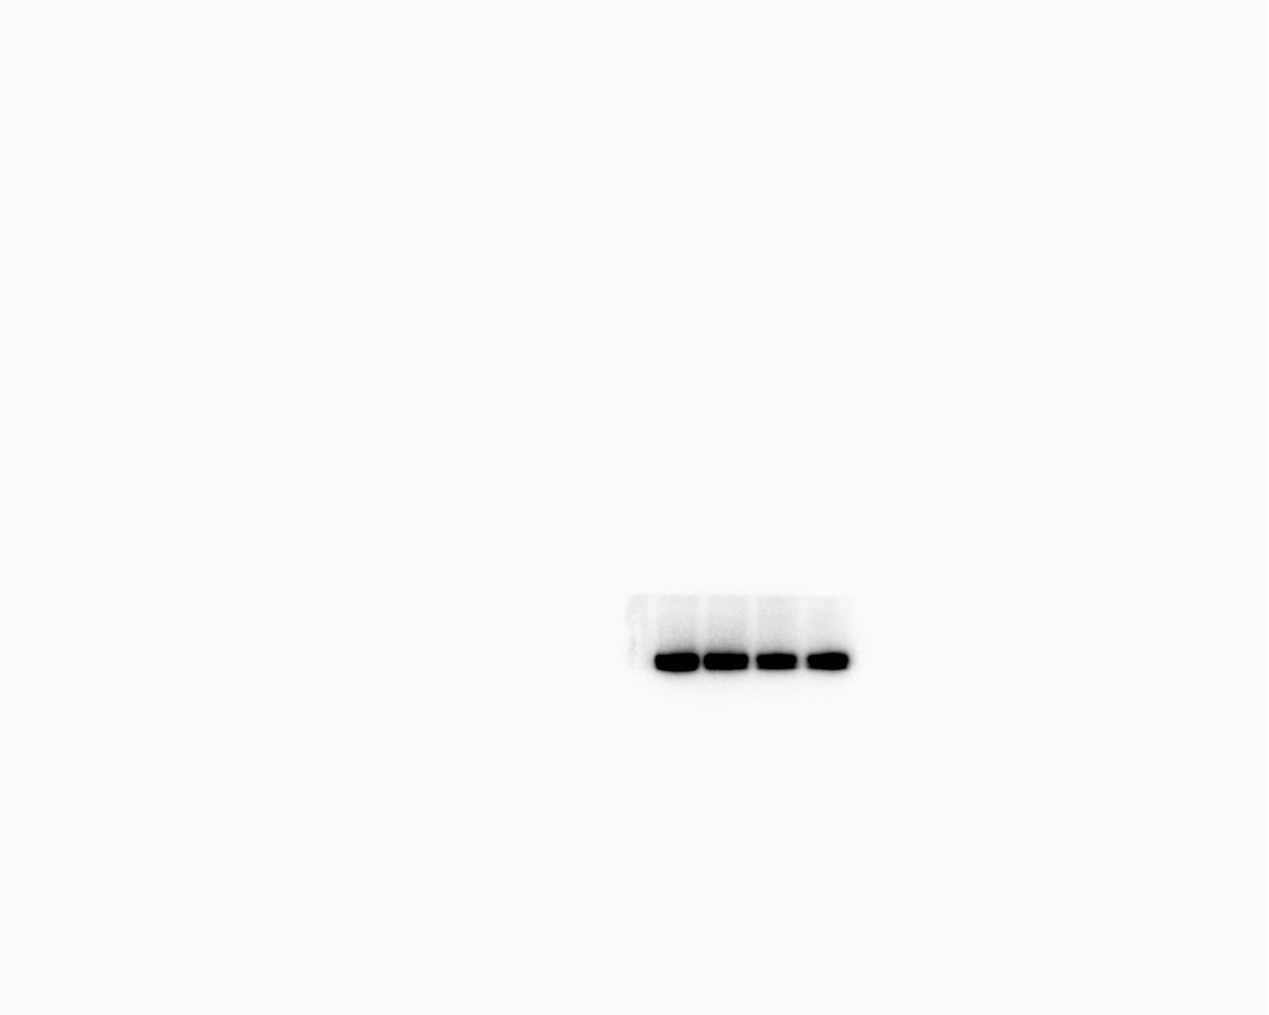

Figure 5E-GAPDH

How the deposited data were processed for this re-analysis (not part of the article)

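Bulk RNA-seq was taken from 6 kidney grafts 24 h after transplantation, 3 in recipients of 6 weeks of age (Y) and 3 in recipients of 12 weeks of age (A), with 1 library per graft. The deposited labels IM and M were read as the young and the adult recipients from the ages given beside them. Replicate numbers are those of the labels.

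The submitters' processing notes name cutadapt 1.9, HISAT2 2.0.4, StringTie 1.3.4d and the genome build Rnor_6.0, without giving the role or order of each. The deposited table lists 21053 rat genes with Ensembl identifiers, coordinates, a count and an FPKM per library, and GO, KEGG and Reactome annotation. The values were taken as estimated counts, as deposited by the submitters, who name StringTie among the tools behind them and state no scaling of the counts, and the FPKM values as scaled by the submitters to transcript length and library total. The estimated counts are whole numbers (0 of them are not), but a count of 4 is more frequent than 3 or 5 in all 6 libraries, which plain counting of fragments would not give. Total counts were 63760298 to 64509027 in Y and 64241160 to 67865697 in A.

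A was compared with Y by edgeR 4.0.16 in R 4.3.3: filterByExpr by group, TMM normalization, and the quasi-likelihood test with no covariate, over 16400 genes, with Benjamini-Hochberg adjustment. The rule set in advance used this test where the table held counts. FPKM values of single genes are means with SD over the 3 libraries of a group. The paper's threshold was taken as an unadjusted p under 0.05 and a log2 fold change of at least 1 in either direction, since the paper's methods state an absolute fold change and its volcano plot draws limits on the log2 scale. The named genes are every gene the paper's text names or its networks show in large type, and the 10 per direction with the smallest unadjusted p among genes at the paper's threshold with a mean of at least 1 FPKM, no overlap between groups and a gene symbol, the fallback for a direction in which fewer than 10 genes pass the adjusted test. Of each list, at most 4 members with the smallest p are named. The heat map and networks of the paper had been seen when the genes were chosen.

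The 37 gene lists were written by hand from general knowledge of each pathway or cell type. Of their entries, 1160 were matched by symbol, 3 by Entrez identifier and 2 by an older symbol, and 71 were not matched. They were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01 between genes, adjusted over the 37 lists. Camera with an estimated correlation and the rotation test fry were run beside it. Preranked GSEA used fgsea 1.28.0 on the signal-to-noise ratio of FPKM, with sets of 5 to 5000 genes. Annotation terms with 5 to 500 tested genes were tested by one-sided Fisher's exact test among the genes at the paper's threshold, and with camera, each adjusted over all terms of their kind (5681 GO and 313 KEGG terms). Library similarity was measured by Pearson correlation and principal components of log2 CPM.

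Alternatives were limma on log2(FPKM + 1) for genes of at least 0.5 FPKM in at least 3 libraries, and from there a pseudocount of 0.1, no filter, a minimum of 1 FPKM, median-of-ratios scaling, quantile normalization, TPM, and limma without trend and robust estimation. Others were DESeq2 1.42.0 with its size factors, edgeR without a filter, the replicate number as a block, and leaving out each library in turn. The leave-one-out fits keep at least 2 libraries per group. Splits of the 6 libraries into 3 and 3 (10 splits, the real one included) were fitted in the same way.

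Simulated counts of the same size, drawn gene by gene with edgeR's dispersions, were used to test the pipeline. In them, 100 genes were changed 2-fold and 100 were changed 4-fold. At an adjusted p under 0.05, edgeR found 13 and 75 of them with 5 false calls, DESeq2 39 and 91 with 61 false calls, and limma on log2 values 12 and 73 with 5 false calls. At the paper's threshold, genes without a 2-fold or 4-fold change gave 337 calls by edgeR, 413 by DESeq2 and 147 by limma. These may include some of the 60 genes of the shifted list below. A list of 60 genes shifted by −0.5 on the log2 scale was found by camera (p = 1.19e-16), by camera with an estimated correlation (p = 0.000474) and by GSEA (p = 1.78e-16), and 0 of 36 random lists were called by any of these. The simulated genes varied independently, while the estimated correlation in the data was 0.818 for nuclear oxidative phosphorylation and 0.706 for ribosome. The random lists therefore cannot show how often correlated lists are called falsely.

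CIBERSORT, GSVA, the protein networks and the random forest were not repeated. The list of immune genes taken from ImmPort was not used here, nor was the cytokine array, of which only part was read. Western blots, staining and serum measurements were not analysed here. Scores for subgroups of high and low Socs3, Met or Retn were not computed apart from the A against Y comparison, since the subgroups are the same libraries.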

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

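The tests of fewer mitochondria and of Y replicate 2 alone for the oxidative phosphorylation genes, and those of depth, kidney region, a swapped label and blood for Y replicate 2, were chosen only after the result was seen.

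Ribosomal protein genes, which the paper's text does not discuss, were lower in A in 52 of 52 cases, with a median log2 fold change of −0.28 (quartiles −0.37 and −0.22) and members such as Rps13 (−0.48, standard error 0.16) and Rpl37 (−0.44, standard error 0.16). Their library medians on the log2 scale were −0.06, 0.27 and 0.21 in Y and −0.17, 0.01 and −0.23 in A. The list passed camera (adjusted p = 8.4e-16), with p = 0.164 given an estimated correlation, and its adjusted p was 7.58e-23 to 1.74e-06 with 1 library left out. With quantile normalization the median was −0.13 (adjusted p = 3.33e-05), and the call was lost with an estimated correlation (0.659) and with fry (0.505). The estimated correlation between these genes was 0.706. Random lists matched on transcript length and expression to nuclear oxidative phosphorylation genes were themselves lower in A, with a median of −0.19. A trend with length or expression was not tested for the ribosomal list.

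Immediate early and heat shock genes, also outside the paper's text as a group, were higher in A in 22 of 23 cases, with a median log2 fold change of 0.38 (0.31 to 0.64 with 1 library left out) and the transcription factors Fos, Junb (0.66, standard error 0.19), Klf4 (0.54, standard error 0.21) and Egr3 (2.23, standard error 0.92) as the members with the smallest p. Library medians were −0.42, −0.48 and 0.20 in Y and 0.28, 0.23 and 0.08 in A, so Y replicate 3 lay among the A libraries. The camera adjusted p was 2.23e-05, with p = 0.0777 given an estimated correlation, and 5.02e-08 to 0.0316 with 1 library left out. Adjusted over the list alone, Fos passed edgeR's quasi-likelihood test.

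Extracellular matrix genes were lower in A in 24 of 30 cases, with a median log2 fold change of −0.56 and the collagen Col3a1 at −1.89 (standard error 0.98), the matricellular gene Postn at −1.51 (standard error 0.79) and the proteases Mmp2 at −1.44 and Mmp12 at −1.36. The list passed camera (adjusted p = 0.0134), with p = 0.438 given an estimated correlation. It was lost without Y replicate 1 (0.112, median −0.54), Y replicate 2 (0.676, median −0.18) and A replicate 1 (0.352, median −0.20). Library medians were 0.56, 1.17 and −0.87 in Y and −1.02, −0.08 and 0.38 in A, and the median came nearest to 0 without Y replicate 2, the highest library, and without A replicate 1, the lowest. The paper's text does not discuss these 3 lists as groups, while its Fig. 2C labels extracellular matrix as a GO term.

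Nuclear genes of oxidative phosphorylation were lower in A (73 of 73 genes, median −0.48). For a trend with transcript length or expression level, 10000 random lists matched on both had medians of mostly −0.23 to −0.13. Their middle was −0.19, so the matched genes were themselves lower, and 0 of the random lists were at or below the list. The random genes were drawn singly, while the list had an estimated correlation of 0.818 between genes. Medians of such a list spread more widely, so this test cannot exclude that trend as the whole cause. Y replicate 2 did not account for all of the difference, since the median was −0.29 with 73 of 73 genes lower without it. The genes moved largely together, so they do not count singly, and the limits of that test were set after the result was seen. Y replicates 1 and 3 had list medians of 0.09 and 0.02, beside 0.04 in A replicate 3. What remained thus came from A replicates 1 (−0.44) and 2 (−0.31). Fewer mitochondria in the A libraries stays open, because the median of the 13 mitochondrially encoded subunits, 0.28 with all libraries, came down to 0.05 without Y replicate 2, less than its spread between the leave-one-out fits. The recipient's age stays open as the biological explanation that the design names, untested against anything else that differs between the groups.

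Y replicate 2 stood apart from the other libraries, as the lowest on the first principal component and the lowest in proximal tubule genes. Lower depth is argued against, since its total count differed from the nearest library by 141490, against a range of 3963909 among the others. A piece of graft with less cortex stays open: its proximal tubule median was −0.947, against a lowest value of −0.558 elsewhere, and its loop and distal tubule median exceeded the highest other library by 0.127, each gap smaller than the spread between the other libraries. Blood or leucocytes stay open too, with a haemoglobin share of 0.0792% against at most 0.0256% elsewhere and monocyte and macrophage genes 0.415 above the next library, a gap within the spread. A swapped label cannot be told apart from ordinary variation, since A replicate 3 correlated at 0.964 on average with Y replicates 1 and 3 and at 0.955 with the other A libraries, A replicate 1 at 0.960 and 0.959 and A replicate 2 at 0.960 and 0.961 in the same order, while Y replicate 2 correlated at 0.941 with its own group and at 0.928 with A replicates 1 and 2; no biological explanation was tested.

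The 6 libraries form 10 splits into 3 and 3, too few for a share under 0.05. At the paper's threshold, 6 of the 10 splits, the real one included, gave at least as many genes, with 209 in the real split and 1275 in the split of Y replicates 1 and 2 with A replicate 3 against the rest. A grouping that mixes both recipient ages thus gave more genes than the real one, and what separates its sides was not tested. With an adjusted p under 0.05 by edgeR, the real split and the highest other split gave 0 genes, and 10 of the 10 splits gave as many (718 genes had an unadjusted p under 0.05 in the real split, and DESeq2 called 27). For the lists, 1 of the 10 splits, the real one, gave as small a camera p: 8.75e-32 for nuclear oxidative phosphorylation (6.37e-26 in the next split), 0.00391 for T cell receptor signaling (0.00886), 0.0195 for B cell receptor signaling (0.0592) and 0.00217 for the execution phase of apoptosis (0.0134). Every other split also gave nuclear oxidative phosphorylation a camera p of 0.00433 or less. With the preset correlation, a small p for this list therefore does not single out recipient age. Its estimated correlation between genes was 0.818.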

How the results depend on the processing

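No alternative reported here was chosen after the result was seen.

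Every alternative kept nuclear oxidative phosphorylation genes lower in A, and T cell receptor signaling, B cell receptor signaling and the execution phase of apoptosis higher. Their calls depended on the set test. With an estimated correlation the adjusted p was 0.659 for oxidative phosphorylation, T cell receptor signaling and apoptosis, and with fry it was 0.505 for the same lists, while preranked GSEA kept the calls (9.4e-31, 0.00034 and 0.00102). B cell receptor signaling (0.0536) passed with limma on log2(FPKM + 1) (0.0349), with a pseudocount of 0.1 (0.0334), with a minimum of 1 FPKM (0.00955), with median-of-ratios scaling (0.0319), with quantile normalization (0.0155), on TPM (0.0292), without trend and robust estimation (0.0349), by GSEA (0.0157) and with members from the deposited annotation (0.0433). The cause was not tested. With 1 library left out, the adjusted p ranged from 8.78e-33 to 9.54e-21 for oxidative phosphorylation, from 0.00289 to 0.0736 for T cell receptor signaling (lost without Y replicate 3, 0.0634, and A replicate 3, 0.0736), from 0.0236 to 0.215 for B cell receptor signaling (gained without Y replicate 2, 0.046, and A replicate 1, 0.0236) and from 0.00364 to 0.117 for apoptosis (lost without Y replicate 1, 0.075, and A replicate 1, 0.117).

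The number of genes with an adjusted p under 0.05 was 0 by edgeR (718 at an unadjusted p under 0.05) and by limma in its 8 settings, and 27 by DESeq2 (19 higher and 8 lower). With 1 library left out it ranged from 0 to 1, with 0 to 0 genes higher and 0 to 1 lower (the 1 without A replicate 2). DESeq2 called 61 unchanged genes in the simulated data, edgeR 5. At the paper's threshold, 121 genes were higher and 88 lower by edgeR, 209 in total. These counts were 36, 23 and 59 with limma on log2(FPKM + 1) and also without trend and robust estimation, 89, 54 and 143 with a pseudocount of 0.1, 32, 23 and 55 without a filter, 33, 22 and 55 with a minimum of 1 FPKM, 33, 24 and 57 with median-of-ratios scaling, 38, 25 and 63 with quantile normalization, 48, 31 and 79 on TPM, 214, 239 and 453 with DESeq2, and 182, 140 and 322 with edgeR without a filter, which tests more genes. Of the 209 genes, 204 were shared with DESeq2 and 44 with limma on log2(FPKM + 1). With 1 library left out, the counts ranged from 92 to 276 higher, from 62 to 469 lower and from 171 to 735 in total (362 without Y replicate 1, 735 without Y replicate 3, 439 without A replicate 3). The median log2 fold change of all genes stayed between −0.03 and 0.02 under the alternatives.

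With the replicate number as a block, 131 genes were higher, 54 lower and 185 in total at the paper's threshold, 118 of them shared with the 209, and 0 passed the adjusted test by edgeR (685 at an unadjusted p under 0.05). After removal of the group means, libraries with the same replicate number correlated at −0.02, 0.09 and −0.25, inside the range of all 9 pairs across groups (−0.31 to 0.30). No pairing by replicate number was seen, but 3 pairs from groups of 3 are too few to exclude a shared day or batch.

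Over the alternatives, the log2 fold changes of the named genes kept direction and side of the threshold in 540 cases, passed it in 13, all by DESeq2, and reversed in 3, all for Bcl2 (−0.01), at 0.01 with the replicate block and from −0.36 to 0.48 with 1 library left out. For the other 33 lists, 504 cases stayed, 64 lost a call, 46 gained one and 46 reversed. Outside the leave-one-out fits, the lists that reversed did not pass in either direction. Their adjusted p after reversal was 0.994 for podocytes and endothelium and 0.994 for mineral absorption with fry, 0.662 for mineral absorption and 0.974 for proliferation by GSEA, 0.959 for T and NK cells with the replicate block, and 0.961 for complement and 0.862 for neutrophils and mast cells with quantile normalization. With a minimum of 1 FPKM it was 0.823 for T and NK cells, 0.993 for muscle and urothelium and 0.993 for hypoxia. For neutrophils and mast cells and for hypoxia it was 0.978 with limma on log2(FPKM + 1) and without trend and robust estimation, 0.956 with a pseudocount of 0.1 and 0.933 on TPM, and 0.992 for neutrophils and mast cells with median-of-ratios scaling. The cause was not tested.

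Among the lists that reversed with 1 library left out, the adjusted p ranged from 0.00681 to 0.931 for mitochondrially encoded subunits, 3.53e-09 to 0.955 for proximal tubule, 0.0019 to 0.965 for loop and distal tubule, 0.0138 to 0.94 for podocytes and endothelium, 0.05 to 0.94 for T and NK cells, 0.137 to 0.965 for B and plasma cells, 0.0833 to 0.971 for neutrophils and mast cells, 0.0963 to 0.747 for muscle and urothelium, 0.213 to 0.991 for liver proteins, 4.49e-05 to 0.971 for proliferation, 0.00149 to 0.781 for chemokines, 0.00839 to 0.929 for interferon, 0.198 to 0.935 for complement, 0.222 to 0.957 for mineral absorption, 0.196 to 0.824 for the renin-angiotensin system and 0.215 to 0.963 for hypoxia. Of the 12 lists called, 6 stayed called without Y replicate 1, 8 without Y replicate 2, 10 without Y replicate 3, 7 without A replicate 1, 7 without A replicate 2 and 11 without A replicate 3, and 3 without each library in turn (nuclear oxidative phosphorylation, ribosome, immediate early genes). With an estimated correlation 0 of the 12 stayed called, and with fry 0. From limma on log2(FPKM + 1) to quantile normalization, medians of called lists went from −0.48 to −0.32 for nuclear oxidative phosphorylation, −0.75 to −0.61 for red blood cells, −0.28 to −0.13 for ribosome, −0.10 to −0.01 for antioxidant, −0.28 to −0.14 for glutathione, −0.26 to −0.14 for PPAR signaling, −0.24 to −0.13 for glycolysis, −0.42 to −0.32 for extracellular matrix and −0.41 to −0.40 for monocytes and macrophages, all nearer to 0. They went from 0.33 to 0.42 for immediate early genes and 0.07 to 0.12 for apoptosis, further from 0, and T cell receptor signaling stayed at 0.09.

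Depth limits genes at few counts, such as Retn and Alb, which edgeR's filter removed. Lists lost members to the same filter, with 10 tested of 17 matched for neutrophils and mast cells, 16 of 21 for B and plasma cells and 15 of 19 for adipocytes. The effect of depth on the lists was not tested.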

Differences from the paper's values

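No alternative here was chosen after the result was seen, but the genes Cd4, Cd8a, Cd8b and Jchain were.

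The paper's number of differentially expressed genes is 461, against 209 here by edgeR at the same threshold. Among the alternatives set before the data were examined, the difference is within 1.5 times with DESeq2, the tool the paper's methods name (453), with edgeR without a filter (322), without Y replicate 1 (362) and without A replicate 3 (439). It is not with limma on log2(FPKM + 1) (59), with a pseudocount of 0.1 (143), without a filter (55), with a minimum of 1 FPKM (55), with median-of-ratios scaling (57), with quantile normalization (63), on TPM (79), without trend and robust estimation (59), with the replicate block (185), or without Y replicate 2 (191), Y replicate 3 (735), A replicate 1 (181) or A replicate 2 (171). In simulated data, 337 genes without a 2-fold or 4-fold change passed this threshold by edgeR, 413 by DESeq2 and 147 by limma. They may include some of the 60 genes shifted by −0.5. The edgeR figure lies above the 209 of the real comparison, so the simulation gives no rate of false calls for these data.

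The paper's number of upregulated genes is 219, against 121 here. It is within 1.5 times with DESeq2 (214), with edgeR without a filter (182), and without Y replicate 1 (276), Y replicate 3 (266) or A replicate 3 (209), and outside it with every limma setting (32 to 89), with the replicate block (131), and without Y replicate 2 (126), A replicate 1 (92) or A replicate 2 (109). The paper's number of downregulated genes is 242, against 88 here. It is within 1.5 times with DESeq2 (239) and without A replicate 3 (230), and outside it with every limma setting (22 to 54), with edgeR without a filter (140), with the replicate block (54), and without Y replicate 1 (86), Y replicate 2 (65), Y replicate 3 (469), A replicate 1 (89) or A replicate 2 (62).

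The paper's normalized enrichment score for the execution phase of apoptosis is about 1.7 in Fig. 2H, read by eye, against 1.47 here, with an SD of 0.2 over the leave-one-out fits. The difference is within that SD with median-of-ratios scaling (1.58) and without A replicate 2 (1.52). It is not on TPM (1.48), with a minimum of 1 FPKM (1.38), or without Y replicate 1 (1.29), Y replicate 2 (1.44), Y replicate 3 (1.16), A replicate 1 (0.97) or A replicate 3 (1.28). The paper used other GSEA software with MSigDB sets, while the scores here come from the deposited Reactome annotation. Leave-one-out fits share libraries, so their SD is a yardstick and no sampling error of the score.

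In its text, the paper describes oxidative phosphorylation as lower in young recipients. Here 73 of 73 nuclear genes were lower in adult recipients (median log2 fold change −0.48), and the normalized enrichment score of −3.08 for A against Y carries the same sign as the paper's value. The paper's statement that oxidative phosphorylation is lower with high expression of the hub genes goes the same way as the values here.

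The paper describes B cell receptor signaling as higher in adult recipients. It did not pass camera here (38 of 60 genes higher, median 0.06, adjusted p = 0.0536). It passed with limma on log2(FPKM + 1) (0.0349), with a pseudocount of 0.1 (0.0334), with a minimum of 1 FPKM (0.00955), with median-of-ratios scaling (0.0319), with quantile normalization (0.0155), on TPM (0.0292), without trend and robust estimation (0.0349), by GSEA (0.0157), with members from the deposited annotation (0.0433), and without Y replicate 2 (0.046) or A replicate 1 (0.0236). The range over all alternatives was 0.00955 to 0.659.

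The paper counts Socs3, Met and Retn among its differentially expressed genes. By edgeR's model Socs3 had an unadjusted p of 0.0173 and a log2 fold change of 1.12, Met did not reach the paper's threshold (p = 0.0596), and Retn was not tested. DESeq2 gave an unadjusted p of 0.0281 for Met and 0.00263 for Retn, with log2 fold changes of 1.11 and 5.26, within the threshold.

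The paper states that plasma cells are higher in adult recipients. Of 16 genes of B cells and plasma cells, 8 were higher and 8 lower in A (median 0.09), with Mzb1 at 0.62 and Xbp1 at 0.21 higher and Jchain at −0.69 lower. The paper also states that M0 macrophages are lower in young recipients, while 19 of 23 monocyte and macrophage genes were lower in A (median −0.57, and 0.04 without Y replicate 2). It states the same for resting memory CD4 T cells, and Cd4 was at −0.37 (standard error 0.74) in A. These are marker genes that do not separate macrophage states, and the paper's estimate comes from CIBERSORT, which was not repeated. For CD8 T cells and dendritic cells, which the paper states are higher in young recipients, Cd8a was at 0.15 and Cd8b at −0.07, and 10 of 21 dendritic cell genes were higher and 11 lower in A (median −0.06).

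The paper lists mineral absorption, glycolysis and gluconeogenesis, the renin-angiotensin system, PPAR and JAK-STAT signaling among its enriched KEGG terms. By Fisher's exact test these had 1 of 43, 2 of 57, 1 of 18, 0 of 62 and 4 of 116 tested genes at the paper's threshold. With the DESeq2 genes the same Fisher's exact test gave 3 of 43 (p = 0.104), 6 of 61 (p = 0.00517), 3 of 30 (p = 0.0435), 7 of 69 (p = 0.00215) and 7 of 130 (p = 0.0557), so that glycolysis, the renin-angiotensin system and PPAR signaling were under an unadjusted 0.05. Retinol metabolism, which the paper also lists, passed with the DESeq2 genes (adjusted p = 0.000252) and not with the edgeR genes (0.222).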

Other observations

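No test in this part was chosen after the result was seen.

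Transcripts of proteins that the paper measured in other ways were read in the same libraries. Bax, which promotes apoptosis, was at 36.4 ± 1.7 FPKM in A and 44.2 ± 4.73 FPKM in Y (SD, n = 3 each), a log2 fold change of −0.27 (standard error 0.15), lower in each A library than in each Y library, and −0.38 to −0.13 with 1 library left out. The paper's western blots gave less Bax and more Bcl-2 protein in the Y group, so the Bax transcript went the other way. The inhibitor Bcl2 was at 0.27 ± 0.128 FPKM in A and 0.28 ± 0.159 FPKM in Y, a log2 fold change of −0.01 (standard error 0.59) that became 0.48 without Y replicate 1 and 0.29 without A replicate 2. The kinase Akt2 was at 24.3 ± 0.397 and 21.8 ± 1.88 FPKM (0.17, standard error 0.11), higher in each A library than in each Y library. The lipid carrier Apoa1, near the limit of detection, was at 0.392 ± 0.0522 and 0.612 ± 0.361 FPKM (−0.63, standard error 0.58, and −0.99 to −0.21 with 1 library left out). For Akt2, ApoA1 and ApoE the paper reports higher levels in young recipients, in serum and by qPCR. Its methods describe qPCR on kidney RNA. Apoa1 and Apoe (−1.47) went that way here, and Akt2 the other way. The adjusted p from edgeR's quasi-likelihood test was 0.859 for Bax, Akt2 and Apoa1 and 0.998 for Bcl2.

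Kidney tubule injury genes were higher in A in 17 of 26 cases (median log2 fold change 0.17), with the hyaluronan receptor Cd44 at 0.92, the annexin Anxa2 at 0.77, clusterin, Clu, at 1.40 and the protease Mmp7 at −1.34. Mmp7 was low in both groups, at 0.132 FPKM in A and 0.355 FPKM in Y. The list did not pass camera (adjusted p = 0.0818, and p = 0.18 with an estimated correlation). It passed in 7 of the 8 limma settings (0.0134 to 0.0334), and without Y replicate 2 (0.0394) and Y replicate 3 (0.00579). Its median turned to −0.05 without Y replicate 1 (0.54) and was 0.10 without A replicate 1 (0.247). Chemokines and inflammatory cytokines were higher in 21 of 32 cases (median 0.22, adjusted p = 0.096), with the death ligand Tnfsf10 at 1.29 and the chemokine Cx3cl1 at 0.58. That list passed by preranked GSEA (0.026), and without Y replicate 2 (0.00149), A replicate 1 (0.00636) and A replicate 2 (0.00191), and reversed without A replicate 3 (0.781). Interferon-stimulated genes went both ways (15 higher and 17 lower, median −0.08, adjusted p = 0.245), with Ifit1 higher and Isg15 (−0.90), Ifi27 (−1.13) and Usp18 (−1.15) lower. Ifit1 passed edgeR's quasi-likelihood test adjusted over the list alone. That list passed in the lower direction without Y replicate 1 (0.0218) and A replicate 3 (0.00839), and reversed without Y replicate 2 (0.929) and A replicate 2 (0.465). Complement genes had 10 higher and 14 lower (median −0.27), while camera placed the list higher (adjusted p = 0.906), and they reversed without Y replicate 3 (0.66) and A replicate 3 (0.198).

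Red blood cell and oxygen transport genes were lower in A in 11 of 13 cases, with a median log2 fold change of −1.01 and the globin Hba-a3 at −1.42 (standard error 0.70) and the haem carrier Hpx at −1.51 (standard error 0.63). Library medians were 0.06, 1.59 and −0.25 in Y and −0.36, −0.23 and 0.13 in A. The list passed camera (adjusted p = 0.0322, and p = 0.345 with an estimated correlation), and the call was lost without a filter by limma (0.125) and by edgeR (0.0895), and without Y replicate 2 (0.581, median −0.09) and A replicate 2 (0.0737). Adjusted over the list alone, 0 genes passed edgeR's quasi-likelihood test (718 of all genes at an unadjusted p under 0.05, and 27 called by DESeq2).

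Proximal tubule genes were lower in A in 22 of 31 cases (median −0.22, adjusted p = 0.305), with the anion transporter Slc22a6 at −0.94 and the sulfate transporter Slc13a1 at 1.34. The list passed without Y replicate 2 (3.53e-09) and A replicate 3 (0.0149), and reversed without Y replicate 3 (0.299) and A replicate 2 (0.728). Genes of the thick ascending limb, distal tubule and collecting duct had 12 higher and 12 lower (median −0.02, while camera placed the list higher, adjusted p = 0.247), with the salt transporter Slc12a3 at 1.86. They passed without Y replicate 2 (0.0019) and A replicate 1 (0.00814), and reversed without Y replicate 3 (0.141) and A replicate 2 (0.965). Podocyte and endothelial genes had 8 higher and 11 lower (median −0.23, adjusted p = 0.929), and reversed without Y replicate 1 (0.94), Y replicate 2 (0.432) and A replicate 1, where they passed (0.0138). Genes of muscle and urothelium had 6 higher and 9 lower (median −0.22, adjusted p = 0.857), and reversed without Y replicate 2 (0.0963). Adipocyte genes had 5 higher and 10 lower (median −0.20, adjusted p = 0.251), and passed without Y replicate 3 (0.0237).

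Plasma proteins of liver origin had 7 genes higher and 9 lower in A (median −0.35, adjusted p = 0.486), and reversed without Y replicate 3 (0.855). Glucocorticoid targets and clock genes were lower in 17 of 22 cases (median −0.19, adjusted p = 0.0704), with the clock repressors Cry2 at −0.45 and Cry1 at −0.41, and passed without Y replicate 3 (0.0191) and A replicate 1 (0.00636). Growth factor and androgen responsive genes had 16 higher and 12 lower (median 0.16 but mean −0.02, higher by camera, adjusted p = 0.82), with the anti-ageing factor Kl at 0.82 and the fetal growth factor Igf2 at −0.96. Their median was −0.06 without Y replicate 3. Hypoxia targets had 9 higher and 11 lower (median −0.02, while camera placed the list higher, adjusted p = 0.857), and reversed without Y replicate 1 (0.769) and A replicate 1 (0.789).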
